# Regeneration of immunocompetent B lymphopoiesis from pluripotent stem cells guided by transcription factors

**DOI:** 10.1038/s41423-021-00805-6

**Published:** 2021-12-10

**Authors:** Qi Zhang, Bingyan Wu, Qitong Weng, Fangxiao Hu, Yunqing Lin, Chengxiang Xia, Huan Peng, Yao Wang, Xiaofei Liu, Lijuan Liu, Jiapin Xiong, Yang Geng, Yalan Zhao, Mengyun Zhang, Juan Du, Jinyong Wang

**Keywords:** Lhx2, Hoxa9, Runx1, B lymphopoiesis, pluripotent stem cells, Immunotherapy, Humoral immunity, B cells

## Abstract

Regeneration of functional B lymphopoiesis from pluripotent stem cells (PSCs) is challenging, and reliable methods have not been developed. Here, we unveiled the guiding role of three essential factors, *Lhx2, Hoxa9, and Runx1*, the simultaneous expression of which preferentially drives B lineage fate commitment and in vivo B lymphopoiesis using PSCs as a cell source. In the presence of *Lhx2, Hoxa9, and Runx1* expression, PSC-derived induced hematopoietic progenitors (iHPCs) immediately gave rise to pro/pre-B cells in recipient bone marrow, which were able to further differentiate into entire B cell lineages, including innate B-1a, B-1b, and marginal zone B cells, as well as adaptive follicular B cells. In particular, the regenerative B cells produced adaptive humoral immune responses, sustained antigen-specific antibody production, and formed immune memory in response to antigen challenges. The regenerative B cells showed natural B cell development patterns of immunoglobulin chain switching and hypermutation via cross-talk with host T follicular helper cells, which eventually formed T cell-dependent humoral responses. This study exhibits de novo evidence that B lymphopoiesis can be regenerated from PSCs via an HSC-independent approach, which provides insights into treating B cell-related deficiencies using PSCs as an unlimited cell resource.

## Introduction

B cells include invariant B-1 cells, innate-like marginal zone (MZ) B cells, and adaptive follicular (FO) B cells, all of which are essential for a functional and complete humoral immune system [1–4]. Defects in any subset of B cells can lead to severe infections from bacteria, viruses, and other microbes [5–7]. To overcome these B cell-related defects in patients, regeneration of normal B cells is an ideal approach. Researchers have attempted several approaches to produce regenerative B cells in vitro; however, it is difficult to obtain mature B cells due to the lack of methods for mimicking the spatiotemporal microenvironments of B cell development in the natural spleen. In the presence of MS5 stromal cells, CD34^+^ blood progenitors can differentiate into B cell precursors and IgM^+^ B cells in vitro [8, 9]. CD93^+^ B progenitor cells and functional IgM^+^ B lymphocytes can be generated in vitro from a mouse embryonic stem cell (ESC)/OP9 coculture system with the addition of exogenous Flt-3L [10]. Human iPSCs cocultured with stromal cells in vitro are able to differentiate into IgM^+^ B cells [11]. Mouse ESC-derived pro/pre-B cells can transiently produce B-1 and conventional B cells in Rag-deficient mice [12]. More recently, a study demonstrated that ESC-derived B progenitors induced long-term production of B-1b and MZ B cells but failed to produce FO B cells in vivo [13]. Similarly, incomplete B cell populations were generated in recipients transplanted with ESC-derived c-Kit^+^ hematopoietic progenitors [14]. Of note, a conventional strategy to regenerate engraftable B lymphopoiesis from PSCs is to produce HSC-like cell intermediates with complete blood lineage potential [15, 16]. However, generating engraftable HSC-like cells in vitro is extremely inefficient [17]. Nonetheless, an efficient approach for regenerating entire subsets of functional B-1 and B-2 cells from PSCs, either in vitro or in vivo, has not been successfully developed.

Recent studies have shown that yolk sac (YS) and para-aortic splanchnopleura (P-Sp) cells can generate B-1 progenitors [18, 19]. Pre-HSCs isolated from the YS and P-Sp are also capable of producing B-1 and B-2 cells [20, 21], indicating that the B-1 and B-2 cell fates are determined before the emergence of definitive HSCs. Our group recently reported that induced hemogenic endothelial progenitors (iHECs) derived from embryonic stem cells with inducible expression of *Runx1* and *Hoxa9* can generate induced hematopoietic progenitor cells (iHPCs) that preferentially contribute to the production of functional T cells in vivo [22]. Thus, regeneration of lymphopoiesis from PSCs can be achieved in the absence of regenerative HSCs.

In this study, we identified that synergistic expression of *Lhx2*, *Hoxa9*, and *Runx1* dominantly confers a B cell lineage fate on PSC-derived iHPCs and leads to complete B lymphopoiesis in vivo following a differentiation scheme we previously reported [22, 23]. The regenerative B (iB) cells, including B-1a, B-1b, FO B, and MZ B cell subsets, possess diverse BCR repertoires similar to their natural B cell counterparts. These iB cells can restore antibody responses triggered by specific antigen inoculation and maintain long-term humoral protection in B cell-deficient mouse. For the first time, in the absence of iHSCs, we established a de novo approach for exclusively generating functional and complete B lymphopoiesis using ESC-derived iHPCs, which provides insights into regenerative B cell therapy.

## Materials and methods

### Mice

μMT (B6.129S2-Ighmtm1Cgn/J, CD45.2^+^) mice were purchased from The Jackson Laboratory. C57BL/6 (CD45.2^+^) mice were purchased from Beijing Vital River Laboratory Animal Technology. *Rag1*^−/−^ mice (C57BL/6 background, CD45.1^+^) were a gift from Dr. Zhihua Liu of the Institute of Biophysics (CAS, China). Mice were housed in the SPF-grade animal facility of the Guangzhou Institutes of Biomedicine and Health, Chinese Academy of Sciences (GIBH, CAS, China). All animal experiments were approved by the Institutional Animal Care and Use Committee of Guangzhou Institutes of Biomedicine and Health (IACUC-GIBH).

### Gene editing

To generate GFP-reporter ESCs (GFP-ESCs), the *CAG Pr-GFP-PGK Pr-PuroR* cassette was inserted into the *Hipp11* locus of mouse ESCs (C57BL/6 background, CD45.2 strain) by homologous recombination. The positive clones (GFP-ESCs) were selected by puromycin (1 μg/mL, Thermo Fisher Scientific), and the expression of GFP was confirmed by flow cytometry. To generate *iRunx1-Hoxa9-Lhx2* (*iR9X2*) ESCs, a *CAG Pr-rtTA-3×Stop-TRE-Runx1-p2a-Hoxa9-t2a-Lhx2-pA-PGK Pr-HygroR* cassette was inserted into the *Rosa26* locus of GFP-ESCs by homologous recombination. The positive clones (*iR9X2*-ESCs) selected by hygromycin B (150 μg/mL, InvivoGen) were further cultured in ES medium supplemented with doxycycline (1 μg/mL, Sigma), and the induced expression of *Runx1*, *Hoxa9*, and *Lhx2* was confirmed by qPCR. A *CAG Pr-rtTA-3×Stop-TRE-Runx1-p2a-Lhx2-PGK Pr-HygroR* cassette was inserted into the *Rosa26* locus of GFP-ESCs by homologous recombination to generate *iRunx1- Lhx2* ESCs. Positive clones (*iRunx1-Lhx2*-ESCs) selected by hygromycin B (150 μg/mL, InvivoGen) were further cultured in ES medium supplemented with doxycycline (1 μg/mL, Sigma), and the induced expression of *Runx1* and *Lhx2* was confirmed by qPCR. To generate GFP-negative *iRunx1-Hoxa9-Lhx2-*ESCs, a *CAG Pr-rtTA-3×Stop-TRE-Runx-p2a-Hoxa9-t2a-Lhx2-pA-PGK Pr-HygroR* cassette was inserted into the *Rosa26* locus of mouse ESCs (C57BL/6 background, CD45.2 strain) by homologous recombination. The positive clones selected by hygromycin B (150 μg/mL, InvivoGen) were further cultured in ES medium supplemented with doxycycline (1 μg/mL, Sigma), and the induced expression of *Runx1*, *Hoxa9*, and *Lhx2* was confirmed by qPCR.

### Cell culture

Mouse embryonic fibroblasts (MEFs) were derived from 13.5 d.p.c. C57BL/6 mouse embryos. MEFs were maintained in DMEM/high glucose (HyClone) and 10% FBS (Natocor) supplemented with 1% nonessential amino acids (NEAAs, Gibco). C57BL/6 mouse embryonic stem cells (Biocytogen), including GFP-ESCs, *iRunx1-Hoxa9-Lhx2-*ESCs, and *iRunx1-Lhx2-*ESCs, were maintained on feeder layers in ES medium containing DMEM/high glucose, 15% FBS (Gibco), 1% NEAA (Gibco), 1% GlutaMAX (Gibco), 1% sodium pyruvate (Gibco), 0.1 mM β-mercaptoethanol (Sigma), 1 μM PD0325901 (Selleck), 3 μM CHIR-99021 (Selleck), and 1000 U/mL LIF (PeproTech). OP9-DL1 cells (GFP^+^) were maintained in α-MEM (Gibco) supplemented with 20% FBS (Ausbian). The AFT024 cell line (ATCC) was maintained in DMEM/high glucose and 10% FBS (Natocor) supplemented with 0.1 mM β-mercaptoethanol and 1% sodium pyruvate.

### Hematopoietic differentiation

ESCs were trypsinized with 0.05% trypsin-EDTA (Gibco) and resuspended in basic differentiation medium (BDM: IMDM, 15% FBS (Gibco), 200 μg/mL iron-saturated transferrin (Sigma), 0.1 mM β-mercaptoethanol (Sigma), 1% GlutaMAX, and 50 μg/mL ascorbic acid (Sigma)). To remove the feeder layers, the PSCs were plated into 0.1% gelatin-coated (Merck Millipore) wells, and the floating cells were collected after 30 mins. For embryoid body (EB) generation, the PSCs were resuspended at 100,000 cells/mL in BDM supplemented with 5 ng/mL BMP4 (Peprotech) and plated at 20 μL/drop for inverted culture in 15 cm dishes. On Day 2.5, EBs were replanted into gelatinized plates in BDM supplemented with 5 ng/mL BMP4 and 5 ng/mL VEGF (Novoprotein). On Day 6, the medium was changed to BDM supplemented with 2% conditioned medium derived from the supernatants of AFT024-mIL3, AFT024-mIL6, AFT024-hFlt3L, and AFT024-mSCF cell cultures. Doxycycline (1 μg/mL, Sigma) was added on Day 6. The medium was replaced every other day. The plates were seeded with OP9-DL1 cells (20,000 cells/well, 12-well plate) 12 h prior to the hematopoietic maturation step in EM (α-MEM, 15% FBS (HyClone), 200 μg/mL iron-saturated transferrin, 0.1 mM β-mercaptoethanol, 1% GlutaMAX, 50 μg/mL ascorbic acid, 2% conditioned medium derived from supernatants of AFT024-mIL3, AFT024-hFlt3L, and AFT024-mSCF cell cultures and 1 μg/mL doxycycline). Then, 1000–3000 sorted iHECs were seeded into each well for hematopoietic maturation. Half of the EM was replaced every two days.

### Transplantation of iHPCs

Eight- to ten-week-old μMT mice, C57BL/6 mice, and *Rag1*^−/−^ mice were sublethally irradiated (5 Gy, 6.5 Gy, and 3.5 Gy, respectively), by an X-ray irradiator (RS2000, Rad Source Inc.). A total of 5 million *iRunx1-Hoxa9-Lhx2*-ESC-derived iHPCs were injected into each irradiated μMT mouse, C57BL/6 mouse, or *Rag1*^−/−^ mouse via retro-orbital veins. In addition, 3 million *iRunx1-Lhx2*-ESC-derived iHPCs were injected into each irradiated *Rag1*^−/−^ mouse via retro-orbital veins. The mice were fed water containing doxycycline (1 mg/mL) to induce the generation of B lymphocytes.

### Flow cytometry and cell sorting

Single-cell suspensions were prepared in phosphate-buffered saline (PBS) supplemented with 2% fetal bovine serum (FBS) and filtered through a 70 μm filter. Single cells were blocked with an anti-Fc (CD16/32) (BioLegend) antibody and then stained with related antibodies. The following antibodies were used: c-Kit (2B8, eBioscience), CD31 (390, eBioscience), CD41 (eBioMWReg30, eBioscience), CD45 (30-F11, eBioscience), CD201 (eBio1560, eBioscience), CD2 (RM2-5, eBioscience), CD3 (145-2C11, eBioscience), CD4 (GK1.5, eBioscience), CD8a (536.7, eBioscience), B220 (RA3-6B2, eBioscience), B220 (RA3-6B2, BioLegend), Mac1 (M1/70, eBioscience), Mac1 (M1/70, BioLegend), NK1.1 (PK136, BioLegend), NK1.1 (PK136, eBioscience), Ter119 (TER-119, eBioscience), Gr1 (RB6-8C5, eBioscience), IgM (II/41, eBioscience), IgD (11-26 c.2a, BioLegend), Sca-1 (D7, eBioscience), CD19 (eBio1D3, eBioscience), CD23 (B3B4, BioLegend), CD21/35 (7G6,BD Biosciences), CD43 (eBioR2/60, eBioscience), CD24 (M1/69, BioLegend), Ly-51 (6C3, BioLegend), CD93 (AA4.1, BioLegend), CD5 (53-7.3, BioLegend), CD138 (281-2, BioLegend), CD38 (90, BioLegend), GL7 (GL-7, eBioscience), IgG1(RMG1-1, BioLegend), CD22 (Cy34.1, BD Biosciences), MHC II (M5/114.15.2, BioLegend), streptavidin Alexa Fluor^®^ 700 (Invitrogen), streptavidin PE-Cy7 (BioLegend), and NP-PE (Biosearch Technologies). The cells were resuspended in DAPI solution (Sigma) or PI solution (BioLegend) and analyzed with a Fortessa cytometer (BD Biosciences). The cells were sorted using an Arial III cytometer (BD Biosciences). The flow cytometry data were analyzed with FlowJo.

### Immunization and serum collection

T cell-dependent antigen immunization was performed as described previously [24, 25]. Briefly, iB-μMT mice 4 weeks after transplantation and μMT mice were immunized i.p. with 100 μg 4-hydroxy-3-nitrophenyl acetyl (NP)-CGG (Biosearch Technologies) in alum (Thermo Fisher Scientific) at a volume ratio of 1:1 (200 μl/mouse). To induce recall responses, mice were challenged with 50 μg NP-CGG at week 16 after primary immunization (100 μl/mouse). Sera were collected from each group on Day 0, Day 7, Day 14, Day 21, Day 111, Day 116, Day 121, and Day 126 after primary immunization. Antigen-specific antibodies were measured by ELISA.

### ELISA

For basal serum Ab (IgM/IgG1/IgG2b/IgG2c/IgG3/IgA) measurement, microtiter plates were coated with goat anti-mouse Ig (5 μg/ml, Southern Biotech) overnight at 4 °C. For NP-specific Ab measurement, NP(27)-BSA (Biosearch Technology) or NP(9)-BSA (high affinity) (Biosearch Technology) was used as the capture antigen. Then, nonspecific binding was blocked with 0.5% BSA in PBS for 2 h at 37 °C. Diluted serum samples were incubated in plates for 1 h at 37 °C. Plates were incubated for 1 h with goat anti-mouse IgA-HRP, goat anti-mouse IgM-HRP, goat anti-mouse IgG1-HRP, goat anti-mouse IgG2b-HRP, goat anti-mouse IgG2c-HRP, and goat anti-mouse IgG3-HRP (all from Southern Biotech) and then for 15–30 mins with 100 µl/well TMB (BioLegend) substrate solution, followed by incubation with 50 µL 2 N H2SO4 to stop the reaction. Absorbance values were read at 450 nm using a microplate reader (Cytation5, BioTek).

### BCR sequencing

For BCR sequencing, 100,000 naïve FO B cells were sorted from the spleen of one iB-μMT mouse 4 weeks after transplantation and one C57BL/6 (B6) mouse. The sorted naïve FO B cells were gated by CD45^+^CD19^+^IgD^++^IgM^+^CD23^++^CD21^+^CD3^-^CD4^−^CD8^−^Ter119^−^Gr1^−^Mac1^−^NK1.1^−^CD138^−^. Total RNA was extracted from naïve FO B cells using TRIzol (MRC). 5’ RACE was performed with a SMARTer RACE cDNA Amplification Kit (Clontech). IgG/IgK/IgL NGS libraries were made by using the NEBNext Ultra DNA Library Prep Kit for Illumina (NEB). Libraries were sequenced on the Illumina MiSeq 2 × 300 platform. The raw data (fastq files) were generated using Illumina bcl2fastq software and uploaded to the Gene Expression Omnibus public database. The B cell receptor repertoires were aligned and assembled using MiXCR software (version 3.0.13). The BCR IgH/IgL/IgK clonotypes were exported with the parameter ‘--chains’ in the exportClones command of MiXCR [26]. The exported clonotypes were visualized in the form of a chord diagram using VDJtools software (version 1.2.1) [27].

### scRNA-seq and data analysis

Fifty thousand sorted early bone marrow regenerative progenitors (GFP^+^CD45^+^CD3^−^CD4^−^CD8^−^Ter119^−^Gr1^−^Mac1^−^NK1.1^−^) taken from iB-μMT mice (*n* = 4) on Day 7.5 after transplantation were used for scRNA-seq. Droplet-based scRNA-seq datasets were produced using a Chromium system (10x Genomics, PN120263) following the manufacturer’s instructions. Droplet-based scRNA-seq datasets were aligned and quantified using the CellRanger software package (version 4.0.0) and subjected to Seurat (version 3.2.3) [28] for further analysis. To pass quality control, cells were required to have less than 60,000 raw reads mapped to nuclear genes, at least 2000 genes detected, and less than 10% of the mapped reads mapped to mitochondrial genes. Ultimately, 7977 cells passed the quality control. To rule out the effects of cell cycle variances, we performed simple linear regression against the cell cycle score calculated by CellCycleScoring. Then, PCA was performed by RunPCA using 2000 highly variable genes, and the top 20 PCs were used for UMAP analysis. Clusters were detected using FindClusters with parameter settings dims = 1:20 and resolution = 0.08. Violin and dot plots for gene expression were plotted using the VlnPlot function of Seurat and the ggplot2 package. Upregulated genes were identified for each cluster using the Wilcoxon rank sum test with the parameters min.pct = 0.5 and logfc.threshold = 0.25 implemented in Seurat. Heatmaps for average gene expression were plotted by pheatmap (version 1.0.12). Gene ontology enrichment analysis (for biological processes) was performed with the upregulated genes of each cluster by clusterProfiler with a BH-adjusted *p* value cutoff = 0.05 (version 3.14.3) [29].

Droplet-based single-cell RNA-seq of CD19^+^ B lymphoid progenitor cells was downloaded from the Gene Expression Omnibus repository (GSE114793). In addition, projection of cells from the induced B lymphoid progenitor cells in our study onto wild-type mouse CD19^+^ B lymphoid progenitor cells (pro-B, large pre-B, and small pre-B populations) was performed using the Seurat package. Before integrating data, the effect of cell cycle gene expression was removed. Two datasets were integrated using Seurat’s integration function. First, anchors were identified with the FindIntegrationAnchors function, and then the IntegrateData function was used with dim = 1:30. The standard workflow for UMAP dimensionality reduction was performed using the top 10 PCs. Furthermore, each cell was assigned an identity by the FindTransferAnchors and TransferData functions using wild-type pro-B, large pre-B, and small pre-B populations.

### Statistics

Data analyses were performed using GraphPad Prism. All data are expressed as the mean, and the specific number (n) for each dataset is detailed in the figure legends. All statistical analyses were performed by independent-sample Student’s *t* test and Mann–Whitney *U* tests (SPSS software). The results are notated as follows: NS, not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

## Results

### Transplantation of iHPCs derived from a *Runx1-p2a-Hoxa9-t2a-Lhx2*-ESC line preferentially gives rise to B lymphopoiesis in B cell-deficient mice

To induce B cell lymphopoiesis, we followed a two-step method of testing transcription factor combinations [22, 23]. An inducible expression cassette of *Runx1-p2a-Hoxa9-t2a-Lhx2* was introduced into the *Rosa26* locus of a GFP-transgenic mouse embryonic stem cell line (C57BL/6 background) by homologous recombination to establish the *iR9X2*-ESC cell line (Fig. S1A). Conditional expression of exogenous *Runx1*, *Hoxa9*, and *Lhx2* was confirmed in the presence of doxycycline (Fig. S1B). Following the protocol for hematopoietic progenitor cell induction from ESCs in vitro [22, 23] (Fig. 1A), BMP4 and VEGF were used to induce mesoderm differentiation and hemangioblast formation from the embryoid body. AFT024-(mSCF/mIL3/mIL6/hFlt3L) cell line culture supernatants were used as conditioned medium (CM) for the in vitro induction of iHECs and subsequently iHPCs, as AFT024 CM is beneficial for the generation of iHPCs in vitro [30]. iHECs (CD31^+^CD41^+^CD45^−^c-Kit^+^CD201^+^) phenotypically resembling embryonic pre-HSCs [31] were generated from *iR9X2*-ESCs on Day 6 to Day 11 in the presence of doxycycline (Fig. 1B). The iHECs cocultured with OP9-DL1 feeder cells were further educated into Lin^−^c-Kit^+^Sca-1^+^ iHPCs from Day 11 to Day 21 in the presence of doxycycline (Fig. 1C). To assess the engraftment potential of these iHPCs, we transplanted 5 million *iR9X2*-ESC-derived iHPCs (*iR9X2*-iHPCs) on Day 21 into sublethally irradiated (5 Gy) B cell-deficient μMT mice (*iR9X2*-μMT mice) that received continuous doxycycline water feeding after transplantation. Four weeks after transplantation, we observed donor-derived GFP^+^CD45^+^CD19^+^ B cells but no GFP^+^CD45^+^CD3/CD4/CD8^+^ T cells and no GFP^−^CD45^+^CD19^+^ B cells in the peripheral blood (PB) of *iR9X2*-μMT mice transplanted with iHPCs (Fig. 1D). We also observed donor-derived GFP^+^CD45^+^Mac1^+^ myeloid cells in the PB of recipients four weeks after transplantation (Fig. 1D; Fig. S1C). However, the donor-derived myeloid cells were transient and barely detectable in the PB of *iR9X2*-μMT mice at week 8 after transplantation (Fig. S1C). Several independent experiments indicated that the engraftment rate of *iR9X2*-ESC-derived iHPCs was 91.3% (42/46 mice), resulting in a total average of 17.7% donor B cells in the PB of μMT recipients (*n* = 46) at week 4 after transplantation (Fig. 1E). Importantly, we observed *iRunx1-p2a-Hoxa9-t2a-Lhx2-ESC*- derived CD45^+^CD19^+^ B cells in the PB of C57BL/6 and *Rag1*^−/−^ recipients after transplantation (Fig. S1D, E). Thus, inducible expression of *Lhx2*, *Hoxa9*, and *Runx1* leads to ESC differentiation toward hematopoietic progenitors preferentially producing B lymphopoiesis.

**Fig. 1:**
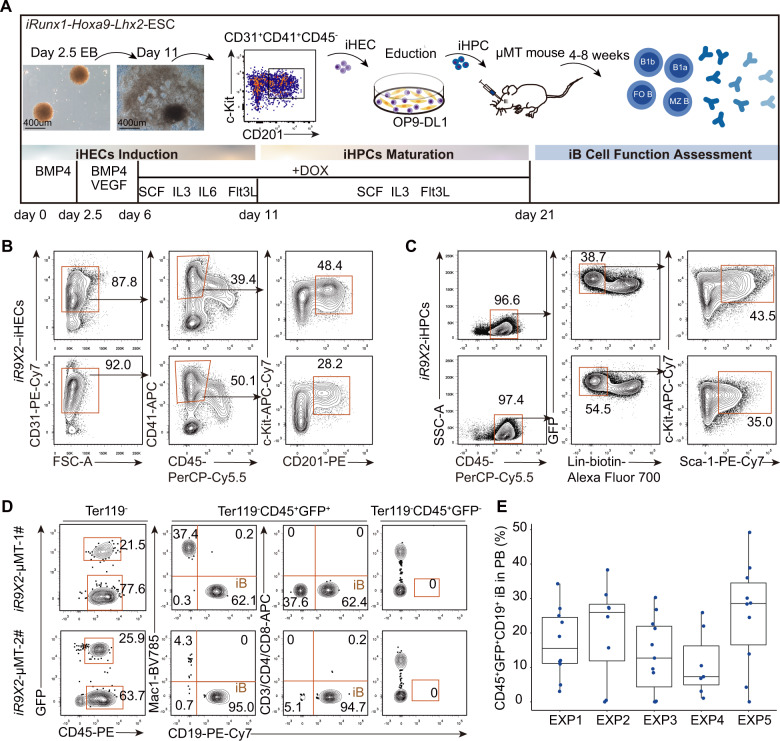
Reconstitution of B cells in vivo from iRunx1-p2a-Hoxa9-t2a-Lhx2-modified embryonic stem cells. **A** Schematic diagram of B cell regeneration from *iRunx1-p2a-Hoxa9-t2a-Lhx2* ESCs. ESC differentiation was initiated by embryoid body formation (EB). On Day 2.5, EBs were replanted into gelatinized plates and differentiated into iHECs with cytokines. On Day 11, iHECs were replated on OP9-DL1 stroma with cytokines for differentiation into hematopoietic progenitor cells. Inducible expression of *Runx1*, *Hoxa9*, and *Lhx2* was achieved with addition of doxycycline (1 μg/mL, Sigma) from Day 6 to Day 21. On Day 21, 5 million *iR9X2*-ESC-derived iHPCs were injected into each sublethally irradiated (5 Gy) μMT mouse via retro-orbital veins. The mice were fed water containing doxycycline (1 mg/mL) to induce the generation of B lymphocytes. After transplantation, B cell production was analyzed by flow cytometry, and B cell function was evaluated. **B** Strategies for sorting the iHEC population taken from *iR9X2*-ESCs on Day 11. EB-derived iHECs (CD31^+^CD41^+^CD45^−^c-Kit^+^CD201^+^) were sorted by flow cytometry. Two representative plots from five independent experiments are shown. **C** Immunophenotypes of induced hematopoietic progenitor cells taken from iHECs after ten days of education. iHECs were cocultured with OP9-DL1 cells for 10 days to generate iHPCs, and fluorescence-activated cell sorting (FACS) analysis of the iHPCs showed a Lin^−^c-Kit^+^Sca-1^+^ phenotype. Two representative plots from five independent experiments are shown. Lin^−^ was defined as CD2^−^CD3^−^CD4^−^CD8^−^Mac1^−^Gr1^−^Ter119^−^B220^−^NK1.1^−^. **D** *iR9X2*-ESC-derived B (iB) cells in the peripheral blood (PB) of μMT mice were analyzed by flow cytometry 4 weeks after transplantation. Five million iHEC-derived hematopoietic progenitors were transplanted into each sublethally irradiated μMT mouse (5 Gy). The mice were fed water containing doxycycline (1 mg/mL) to induce the generation of B lymphocytes. iHPC-derived hematopoietic cells (GFP^+^CD45^+^Mac1^+^ myeloid cells, GFP^+^CD45^+^CD3/CD4/CD8^+^ T cells, and GFP^+^CD45^+^CD19^+^ B cells) were analyzed 4 weeks after transplantation. GFP^−^CD45^+^CD19^+^ cells of the same *iR9X2*-μMT recipients are shown as controls. Two representative mice from five independent experiments are shown. **E** Summarized findings of iB cells in the PB of individual μMT mice from five independent experiments. Forty-six μMT mouse recipients were analyzed at week 4 after transplantation of ESC-derived iHPCs. The box plot shows the percentage of CD45^+^GFP^+^CD19^+^ iB cells in the PB. The percentages were visualized by ggplot2 (R package). One point represents one mouse

To determine whether iB cells possess antibody production ability, we quantified preimmune Ig isotype levels in sera from *iR9X2*-μMT (iB-μMT) mice and μMT mice. We found significant levels of serum IgM, IgG1, IgG2b, IgG2c, IgG3, and IgA in iB-μMT mice 4 to 6 weeks after iHPC transplantation (Fig. 2A), whereas serum Ig isotypes could not be detected in μMT mice. Eighteen to 40 weeks after iHPC transplantation, we could still detect significant preimmune Ig isotype levels in the sera from iB-μMT mice (Fig. S2). The diversity of BCRs generated by the rearrangement of V(D)J gene segments in B cells [32] is essential for humoral immune protection, as highly diverse antibody repertoires are capable of recognizing a plethora of foreign antigens. To further assess the BCR repertoires of iB cells, we sorted naïve FO B cells (CD19^+^IgD^++^IgM^+^CD23^++^CD21^+^Lin^−^) taken from the spleen of one iB-μMT mouse at week 4 after transplantation and one C57BL/6 (B6) mouse for BCR deep sequencing (Fig. 2B). 

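Total RNA of the sorted naïve FO B cells was amplified by rapid amplification of cDNA ends, and heavy chain (IgH), kappa chain (IgK) and lambda chain (IgL) libraries were sequenced as paired reads on an Illumina MiSeq. There were 6 libraries, 1 per chain from the iB-μMT mouse and 1 per chain from the B6 mouse. The authors assembled the reads with MiXCR (version 3.0.13) and deposited a table of clonotypes for each library. A clonotype is a distinct nucleotide sequence of CDR3, the part of the V domain formed where the V, D and J gene segments are joined. The tables give its read count, its fraction of the library's reads, and the V, D, J and C genes with the best alignment scores. The IgH tables held 909806 reads for the iB-μMT mouse and 1383617 reads for the B6 mouse. The IgK tables held 562884 and 534314 reads, and the IgL tables held 269712 and 271108 reads, respectively. The median number of reads per IgH clonotype was 96 in the iB-μMT mouse and 184 in the B6 mouse, and clonotypes seen in a single read made up 3.54% and 3.98% of IgH clonotypes. Every CDR3 in the tables was in frame, so out-of-frame rearrangements could not be counted. The shares of V and J genes were weighted by reads, and CDR3 and junction features were counted once per clonotype. Amplified reads without molecular identifiers are not independent molecules, so 95% intervals were taken over clonotypes and cover counting error only. Bootstrap draws kept the number of clonotypes of each library, so they leave out the error in that number. With 1 library per group, no difference between the mice has a replicate check, and a test on clonotypes compares the 2 libraries and not the conditions.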

Aliquots of 100,000 sorted naïve FO B cells were used as cell inputs for BCR sequencing. BCR clonotype profiling using MiXCR [26] captured abundant BCR sequences among the sorted naïve FO B cells isolated from the spleen of the iB-μMT mouse,  which resembled their natural cell counterparts (Fig. 2C). 

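MiXCR assembled 7794 IgH clonotypes from the iB-μMT mouse and 6781 from the B6 mouse, a ratio of 1.15. The numbers were 1818 and 1696 for IgK (ratio 1.07) and 51 and 42 for IgL (ratio 1.21). The alternative that moved the IgH ratio most was the merging of clonotypes 1 mismatch from a clonotype with at least 10 times the reads, which gave 1.20. The IgH clonotypes used 97 V genes in the iB-μMT mouse and 104 in the B6 mouse, with 96 in common. The IgK clonotypes used 99 and 98 V genes, with 95 in common, and the IgL clonotypes of both mice used the same 3 V genes.
Across V genes, which are not independent replicates, the read shares of the 2 mice correlated with a Pearson r of 0.55 for IgH (105 V genes), 0.944 for IgK (102 V genes) and 0.998 for IgL (3 V genes). With each clonotype counted once, the IgH value was 0.588. Without the clonotypes found in both mice, the IgK value was 0.753 and the IgL value was -0.677. The clonotypes left out held 91.7% of the IgK reads in the iB-μMT mouse and 93.5% in the B6 mouse. For IgL they held 97.8% and 98.6%, respectively. The values without them rest on the few remaining reads and leave out the sequences that the 2 libraries have in common. The 95% bootstrap interval of the IgK value, 0.592 to 0.884, lay below the value of 0.944 itself, so it gives no error around that value. The 95% bootstrap interval of the IgL value of 0.998 was -0.756 to 0.9998, so 3 V genes do not settle how similar the IgL usage was. The Jensen-Shannon distance between the V usage of the 2 mice, which is 0 for identical usage, was 0.348 for IgH. The median distance over 1000 splits of the pooled IgH clonotypes into 2 sets of the real sizes was 0.091, and no split reached the real distance (permutation p = 0.001, the smallest that 1000 splits can give). For IgK the distance was 0.144 against a median of 0.266 over the splits, and for IgL it was 0.0625 against 0.328. A split can place both copies of a clonotype found in both mice in the same set, which can raise the distances of the splits. Without such clonotypes the IgK distance was 0.359 against a median of 0.37 (permutation p = 0.603), and the IgL distance was 0.34 against 0.401 (permutation p = 0.628).

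**Figure D1:**
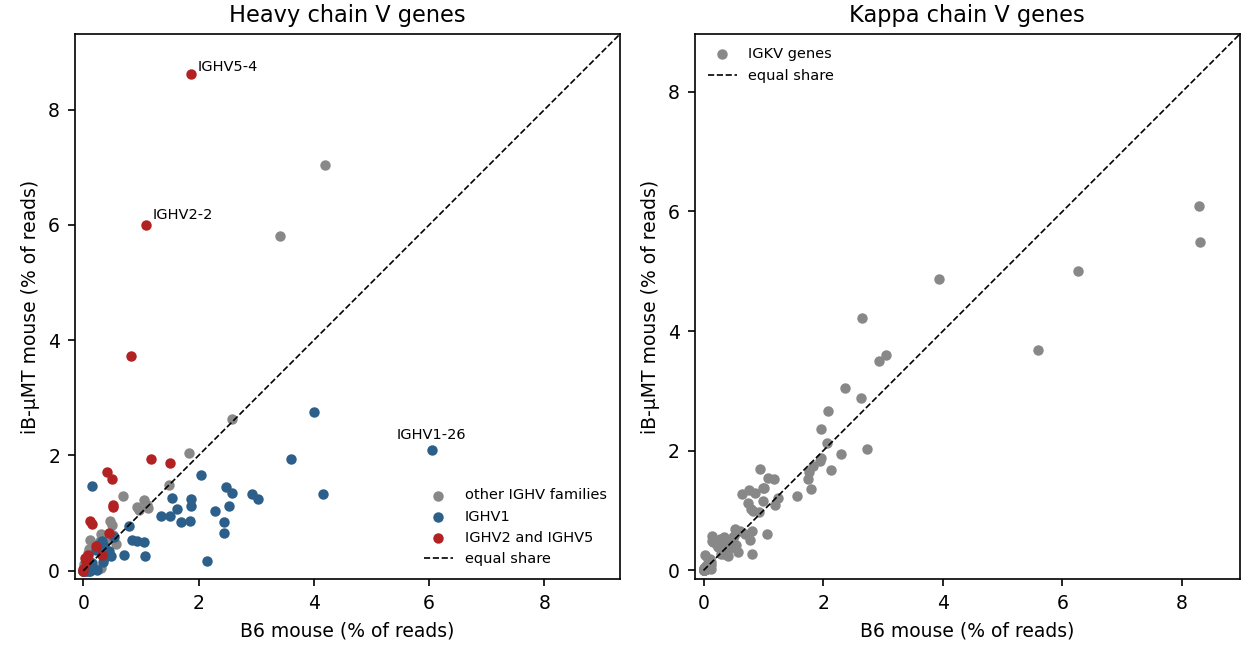
Share of reads (%) of each V gene in the B6 mouse (horizontal axis) and in the iB-μMT mouse (vertical axis), 1 point per V gene, for the heavy chain (left) and the kappa chain (right). The dashed line marks equal shares. IGHV2 and IGHV5 genes such as IGHV5-4 lie mostly above the line and IGHV1 genes mostly below it, while the kappa chain genes have a Pearson r of 0.944. The 95% bootstrap interval of the kappa chain r was 0.592 to 0.884, below the value itself.

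By Fisher's exact test on clonotype counts (two-sided, Benjamini-Hochberg adjustment), 48 of the 77 IGHV genes with at least 20 clonotypes in the 2 libraries together differed between the libraries at an adjusted p under 0.05, 20 with a higher share in the iB-μMT mouse and 28 with a lower share. Of 69 IGKV genes tested, 0 differed, and 2 had an unadjusted p under 0.05. The IgK test rested on 1818 and 1696 clonotypes, fewer than for IgH, and 894 of them were found in both mice. It counts distinct sequences and not cells, so it does not show that the IGKV usage was equal. IGHV5-4 had the largest read share in the iB-μMT mouse, 8.62% (95% bootstrap interval of the difference 6.06 to 7.55 percentage points) against 1.86% in the B6 mouse. IGHV2-2 had 6.00% against 1.09% of reads, IGHV5-6 had 3.72% against 0.826%, and IGHV3-6 had 7.04% against 4.20%. IGHV1-26 had the largest read share in the B6 mouse, 6.05% against 2.09% in the iB-μMT mouse. It also had the largest difference among the genes with lower shares in the iB-μMT mouse, followed by size of the difference by IGHV1-62-3 (4.17% against 1.34%) and IGHV1-61 (2.14% against 0.17%). The IGHV2 and IGHV5 families together made up 39.9% of the IgH clonotypes of the iB-μMT mouse (95% Wilson interval 38.9 to 41.0%) and 15.1% of those of the B6 mouse (14.3 to 16.0%; Fisher's exact test, two-sided, p = 2.97e-250). The IGHV1 family made up 29.8% (28.8 to 30.8%) and 59.3% (58.2 to 60.5%) of clonotypes, respectively (Fisher's exact test, two-sided, p = 3.97e-285). Weighted by reads, the IGHV2 and IGHV5 difference was 21.6 percentage points in place of 24.8. The IGKV genes with the largest read shares were IGKV6-15 (6.09% in the iB-μMT mouse and 8.29% in the B6 mouse), IGKV17-121 (5.49% and 8.30%) and IGKV10-96 (5.01% and 6.26%). IGKV6-23 had 3.68% and 5.59% of reads. IGKV19-93 (4.22% and 2.65%), IGKV6-17 (4.87% and 3.94%) and IGKV14-100 (1.69% and 0.948%) had the largest differences in the other direction. The 95% bootstrap interval of the difference included 0 for each of these 7 IGKV genes, and the differences of IGKV19-93 and IGKV14-100 changed sign with each clonotype counted once.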

Collectively, these data indicate that the humoral immune system is successfully reconstituted from the *iR9X2*-ESC source with functional iB cells that express highly diverse BCR repertoires.

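The effective number of IgH clonotypes, the exponential of the Shannon entropy of the read shares, was 5616 in the iB-μMT mouse (95% bootstrap interval 5412 to 5761) and 4915 in the B6 mouse (4862 to 4963). For IgK it was 413 (376 to 455) and 342 (304 to 386), and for IgL it was 9.00 (5.81 to 13.7) and 8.35 (5.51 to 13.9). The ratio of the effective numbers was 1.14 for IgH (1.10 to 1.18), and the alternative that moved it most was the merging of near-identical clonotypes, which gave 1.15. Each bootstrap draw kept the number of clonotypes of its library. The intervals of the effective numbers and of their ratio therefore leave out the error in the number of clonotypes. The 10 largest IgH clonotypes held 1.39% of the reads in the iB-μMT mouse (0.744 to 2.52%) and 0.791% in the B6 mouse (0.686 to 0.896%). The 10 largest IgK clonotypes held 12.7% and 17.0% of the reads, and the 10 largest IgL clonotypes held 93.1% and 94.3%. The largest IgH clonotype of the iB-μMT mouse, an IGHV3-6 and IGHJ2 rearrangement, held 0.652% of the reads, and the largest of the B6 mouse, an IGHV1-49 and IGHJ2 rearrangement, held 0.113%. In a draw of 10% of the reads, 92.6% of the IgH clonotypes of the iB-μMT mouse and 91.0% of those of the B6 mouse are expected to be seen. For IgK the expected shares were 84.9% and 83.1%. These are draws of amplified reads and do not show what part of the clonotypes of the sorted cells was captured. The libraries held 7.79 IgH clonotypes per 100 sorted cells in the iB-μMT mouse and 6.78 in the B6 mouse.

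**Figure D2:**
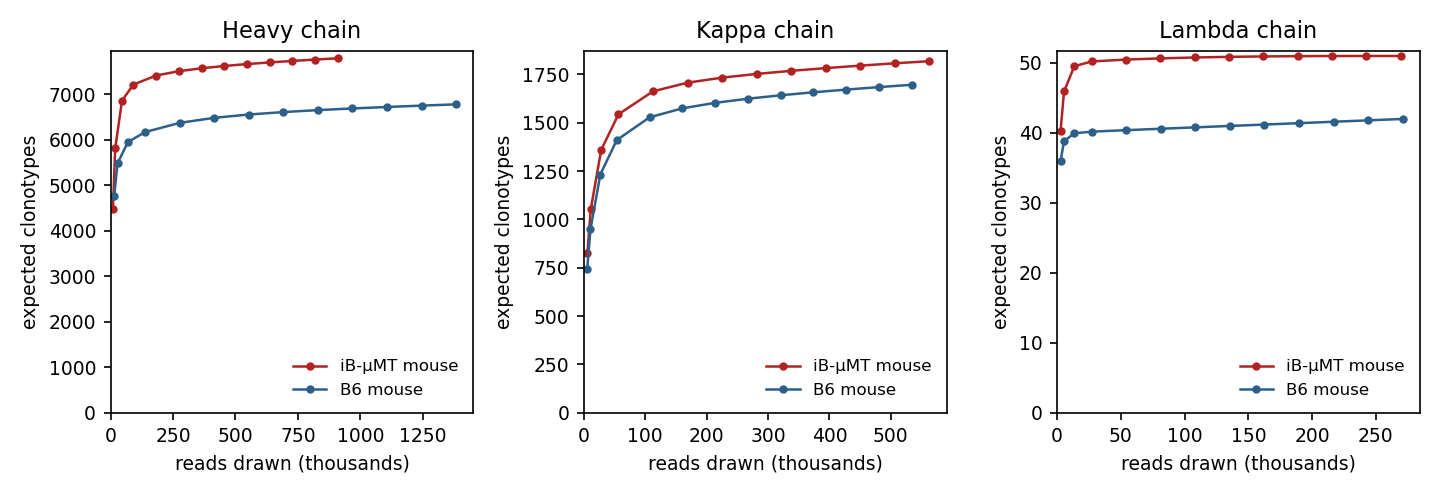
Number of clonotypes expected (vertical axis) when the given number of reads (horizontal axis) is drawn from a library without replacement, for the heavy, kappa and lambda chain libraries of the iB-μMT mouse (red) and the B6 mouse (blue). The curves end at the deposited totals, 7794 and 6781 clonotypes for the heavy chain, and flatten before them. Flattening shows that the amplified sequences were read many times. It does not show that the clonotypes of the sorted cells were all captured.

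Inserted nucleotides were counted in the 6787 IgH clonotypes of the iB-μMT mouse and the 5948 of the B6 mouse that had a D gene, which left out 12.9% and 12.3% of clonotypes. The mean number of nucleotides inserted between V and D and between D and J was 4.32 (SD 3.09 over clonotypes) in the iB-μMT mouse and 6.36 (SD 3.86) in the B6 mouse, a difference of -2.04 (95% bootstrap interval -2.17 to -1.92). Between V and D the means were 3.12 and 4.01, and between D and J they were 1.20 and 2.36. No inserted nucleotide was found in 8.77% of these clonotypes in the iB-μMT mouse (95% Wilson interval 8.12 to 9.46%) and in 2.79% in the B6 mouse (2.40 to 3.24%; Fisher's exact test, two-sided, p = 1.21e-48). Weighted by reads, the shares were 11.5% and 3.05%. The IgH CDR3 was 13.6 amino acids long on average (SD 2.37 over clonotypes) in the iB-μMT mouse and 14.0 amino acids (SD 2.71) in the B6 mouse, a difference of -0.359 (95% bootstrap interval -0.44 to -0.276). The mean IgK CDR3 length was 11.0 amino acids in both mice, with a difference of 0.0537 whose interval included 0 (-0.013 to 0.12).

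**Figure D3:**
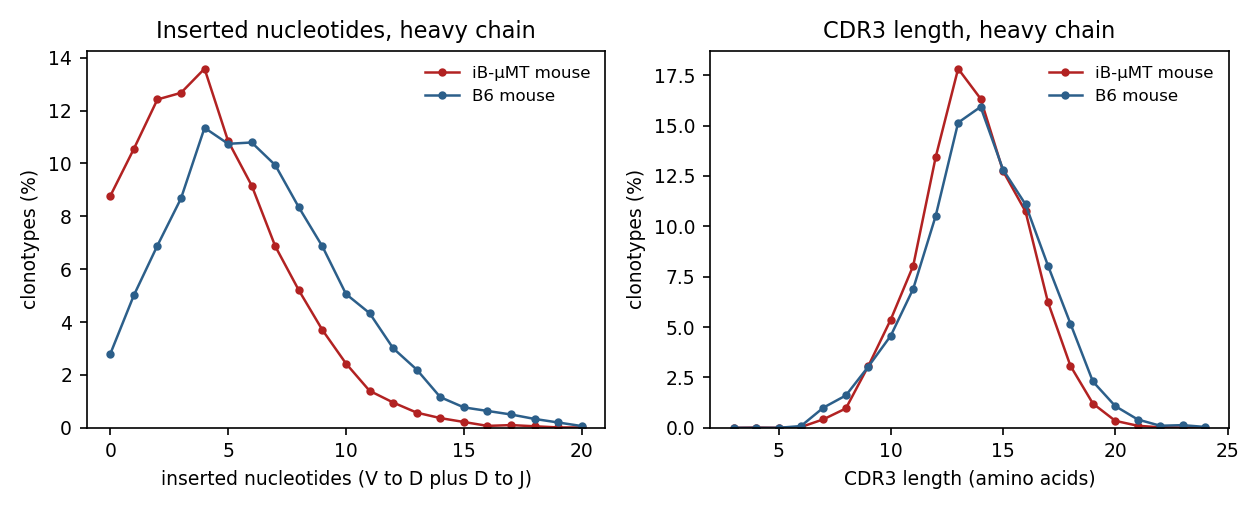
Share of IgH clonotypes (%) by the number of inserted nucleotides, V to D plus D to J (left), and by CDR3 length in amino acids (right), in the iB-μMT mouse (red) and the B6 mouse (blue). The means are 4.32 and 6.36 inserted nucleotides, and the CDR3 length distributions overlap over most of their range.

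A stop codon was found in 53 IgH clonotypes of the iB-μMT mouse and 150 of the B6 mouse, so that 99.3% and 97.8% of the in-frame clonotypes were productive (Fisher's exact test, two-sided, p = 2.28e-15). Weighted by reads, the difference was 0.111 percentage points in place of 1.53. Productive shares were 99.1% and 98.8% for IgK (Fisher's exact test, two-sided, p = 0.324) and 92.2% and 95.2% for IgL (p = 0.686). Of the IgH clonotypes with a C gene, 7644 of 7650 in the iB-μMT mouse and 6684 of 6688 in the B6 mouse had IGHM. The others were 6 class-switched clonotypes in the iB-μMT mouse, 0.0784% of those with a C gene (95% Wilson interval 0.036 to 0.171%), and 4 in the B6 mouse, 0.0598% (0.0233 to 0.154%). No difference was detected (Fisher's exact test, two-sided, p = 0.759). The cells had been sorted as IgM+IgD++, which leaves out class-switched cells in both mice, so this test cannot compare class switching between them. Among the class-switched CDR3 sequences, 2 were found in both mice. No clonotype of either library had IGHD, although the cells were sorted as IgD^++. The C gene shares therefore need not reflect the isotypes that the cells express. The same CDR3 nucleotide sequence with the same V and J genes was found in both mice for 34 IgH, 894 IgK and 28 IgL clonotypes, or 0.436%, 49.2% and 54.9% of the clonotypes of the iB-μMT mouse. The shared IgK clonotypes held 91.7% of the IgK reads of the iB-μMT mouse and 93.5% of those of the B6 mouse. Beside the serum Ig levels (Fig. 2A), the paper takes the abundant BCR sequences captured from the iB-μMT mouse and their resemblance to those of the B6 mouse (Fig. 2C), and concludes from these data together that the humoral immune system was reconstituted with iB cells expressing highly diverse BCR repertoires.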

**Fig. 2:**
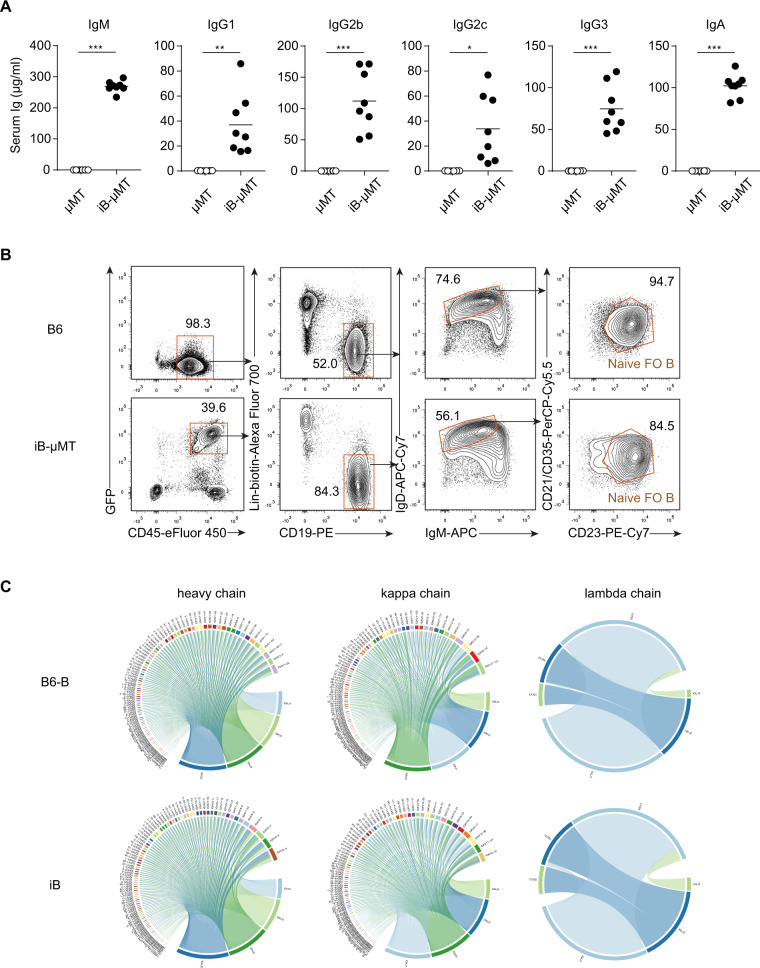
Basal levels of serum Ig in iB-μMT mice and the BCR repertoires of regenerative naïve FO B cells. **A** Serum Ig levels in iB-μMT mice and μMT mice (*n* = 8 per group) were measured by ELISA. Sera were collected from iB-μMT mice (4 to 6 weeks after transplantation) and μMT mice. The different isotypes of antibodies (IgM/IgG1/IgG2b/IgG2c/IgG3/IgA) were measured by ELISA. Each symbol represents an individual mouse; the small horizontal lines indicate the means. *P < 0.05, **P < 0.01, and ***P < 0.001 (independent-sample Student’s *t* test). **B** Naïve follicular B (FO B) cell sorting strategy for BCR sequencing. One iB-μMT mouse was sacrificed 4 weeks after transplantation, and one C57BL/6 (B6) mouse was sacrificed as a control. From the spleen, naïve FO B cells were sorted based on CD19^+^IgD^++^IgM^+^CD23^++^CD21^+^Lin^−^(CD3^−^CD4^−^CD8^−^Ter119^−^Gr1^−^Mac1^−^NK1^.^1^−^CD138^−^) surface expression. **C** Chord diagram of IgH/IgK/IgL diversity in iB cells. Aliquots of 100,000 sorted naïve FO B cells from the spleen of an iB-μMT mouse and a B6 mouse were used as cell inputs for BCR sequencing. The BCR IgH/IgL/IgK clonotypes were visualized in the form of a chord diagram using VDJtools software

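In a chord diagram of a BCR repertoire, each V gene and each J gene is an arc, and each V-J pair found among the clonotypes is a ribbon between them. The IgH clonotypes of the iB-μMT mouse held 355 V-J pairs out of 388 possible with the V and J genes found, and those of the B6 mouse held 370 of 416. Of these pairs, 339 were found in both mice and carried 99.5% of the IgH reads of the iB-μMT mouse and 99.1% of those of the B6 mouse. The IgK clonotypes held 358 of 396 possible pairs in the iB-μMT mouse and 352 of 392 in the B6 mouse, with 335 in common. The IgL clonotypes held 7 of 9 possible pairs in each mouse, with 6 in common.
Among J genes, IGHJ2 had the largest share of IgH reads, 35.0% in the iB-μMT mouse and 33.0% in the B6 mouse, followed by IGHJ4 (29.1% and 27.9%), IGHJ3 (22.3% and 23.0%) and IGHJ1 (13.6% and 16.1%). The 95% bootstrap interval of the difference left out 0 for IGHJ1 alone among the IGHJ genes (-3.85 to -0.986 percentage points), although with equal read numbers it left out 0 for IGHJ2 as well, and with each clonotype counted once IGHJ4 also differed. IGKJ1 had 31.4% and 28.5% of IgK reads, IGKJ2 had 26.4% and 27.0%, IGKJ4 had 12.9% and 12.4%, and IGKJ5 had 29.2% and 32.1%, and each interval included 0. In the IgL libraries, IGLV1 had 62.9% of the reads in the iB-μMT mouse and 69.8% in the B6 mouse, IGLV2 had 24.0% and 19.8%, and IGLV3 had 13.1% and 10.4%. IGLJ1 had 58.9% and 67.5%, IGLJ2 had 35.1% and 29.0%, and IGLJ3 had 5.96% and 3.52%. The intervals of the IgL differences all included 0, and each of these differences changed sign with each clonotype counted once. The pair of IGLV1 and IGLJ1 carried 56.9% of the IgL reads of the iB-μMT mouse and 66.9% of those of the B6 mouse. The largest IgL clonotype was the same in both mice, an IGLV1 and IGLJ1 rearrangement with the CDR3 nucleotide sequence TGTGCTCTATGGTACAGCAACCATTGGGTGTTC, and held 28.9% of the reads in the iB-μMT mouse and 36.1% in the B6 mouse. The largest IgK clonotype was also the same in both, an IGKV6-15 and IGKJ5 rearrangement with the CDR3 nucleotide sequence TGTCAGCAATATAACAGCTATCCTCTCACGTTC, with 2.03% and 2.49% of the reads.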

### The regenerative B cell hierarchy shows a similar trajectory of natural B cell lymphopoiesis

We further observed donor-derived GFP^+^CD45^+^CD19^+^ iB cells in the bone marrow and spleen of μMT recipients (Fig. S3A, B). To analyze the immunophenotypes of the regenerative B lymphocytes in iB-μMT mice, we first detected induced pro-B cells and pre-B cells in the bone marrow, where B lymphopoiesis originates. GFP^+^Lin^−^B220^+^CD43^+^ pro-B cells were detected in the bone marrow of iB-μMT mice on Day 8 after *iR9X2*-iHPC transplantation (Fig. 3A). Induced pro-B cells could be separated into pre-pro-B (fraction A), early pro-B (fraction B), and late pro-B/early pre-B (fraction C/C′) cells according to Hardy’s criteria [33] (Fig. 3A). The induced pre-B cells, which lacked CD43 expression and arose from pro-B cells, appeared in the bone marrow of the same iB-μMT mice on Day 14 after *iR9X2*-iHPC transplantation (Fig. 3A). The majority of the induced pro-B cells were in the early pro-B fraction on Day 8 and further progressed into the late pro-B/early pre-B fraction on Day 14. CD93^+^IgM^+^ immature B cells and CD93^−^IgM^+^ mature B cells arose in the central bone marrow of iB-μMT mice on Day 14 after *iR9X2*-iHPC transplantation (Fig. 3B). GFP^+^CD45^+^CD93^+^B220^+^ transitional B cells, which were early emigrant cells from the bone marrow, were detected in the spleen of iB-μMT mice and could be divided into the T1 population, T2 population, and T3 population according to the expression of surface IgM and CD23. Immature B cells further developed into GFP^+^CD45^+^CD93^−^B220^+^ mature B cells in the spleen of iB-μMT mice (Fig. 3C; Fig. S3C). Interestingly, the majority of the iB cells in the spleen were transitional B cells at week 2 after transplantation and then further progressed into mature B cells at week 4 and week 8 (Fig. 3C; Fig. S3C). Importantly, all mature B cell subsets (B-1a, B-1b, FO B, and MZ B cell subsets) existed in the spleen of iB-μMT mice at week 4 and week 8 after transplantation (Fig. 3D). The presence of CD19^+^B220^−/low^CD23^-^ B-1 cells was further confirmed by analysis of the positive surface marker CD43 in the spleen (Fig. S3D). Induced B-1 and B-2 cells were also detected in the peritoneal cavity of iB-μMT mice at week 4 and week 8 after transplantation (Fig. 3E). Furthermore, we could still observe all mature iB cell subsets (B-1a, B-1b, FO B, and MZ B cell subsets) in the spleen and peritoneum of iB-μMT mice at week 40 after transplantation (Fig. S3E, F), although pro/pre-B and immature B cells were barely detected in the bone marrow of iB-μMT mice at week 6 after transplantation (Fig. S3G), indicating a long lifespan of mature iB cells. Taken together, these data indicate that *iR9X2*-ESC-derived iHPCs reconstitute B lymphopoiesis in vivo in a spatiotemporal kinetic distribution pattern resembling natural B cell development.

**Fig. 3:**
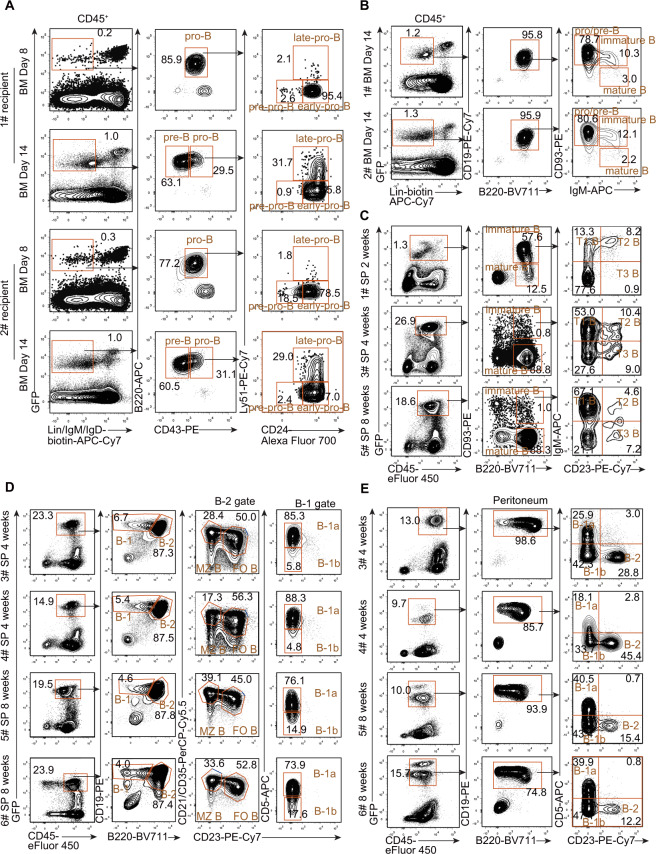
Cellular hierarchy of iB cell development in iB-μMT mice. **A** Flow cytometry analysis of pro-B cells and pre-B cells in the bone marrow of iB-μMT mice. Each μMT recipient was transplanted with five million *iR9X2*-iHPCs collected on Day 21. The tibias of representative mice were amputated and analyzed 8 days after transplantation; the same mice were further sacrificed and analyzed 14 days after transplantation. Pro-B (GFP^+^Lin^−^IgM^−^IgD^−^B220^+^CD43^+^) and pre-B (GFP^+^Lin^−^IgM^−^IgD^−^B220^+^CD43^−^) cells from two representative mice are shown. Pro-B cells were further divided into three subsets, pre-pro-B, early pro-B, and late pro-B cells, on the basis of the expression of CD24 and Ly-51. Lin^−^ was defined as Ter119^−^Mac1^−^Gr1^−^NK1.1^−^CD3^−^CD4^−^CD8^−^. **B** Flow cytometry analysis of pro/pre-B cells, immature B cells, and mature B cells in the bone marrow of iB-μMT mice 14 days after transplantation. Each μMT mouse recipient was transplanted with five million *iR9X2*-iHPCs collected on Day 21. Data from two representative mice are shown. Lin^−^ was defined as Ter119^−^Mac1^−^Gr1^−^NK1.1^−^CD3^−^CD4^−^CD8^−^. **C** Transitional B cells were analyzed by flow cytometry from the spleens of iB-μMT mice. Each recipient was transplanted with five million *iR9X2*-iHPCs collected on Day 21. iB-μMT mice were sacrificed and analyzed 2 weeks, 4 weeks, and 8 weeks after transplantation. Representative FACS plots from three iB-μMT mice are shown. **D** Phenotypic analysis of B-1a, B-1b, follicular B (FO B), and marginal zone B (MZ B) cells in the spleens of iB-μMT mice 4 weeks and 8 weeks after transplantation. Each recipient was transplanted with five million *iR9X2*-iHPCs collected on Day 21. Data from four representative mice are shown. **E** Phenotypic analysis of B-1a, B-1b, and B-2 cells in the peritoneal cavity of iB-μMT mice 4 weeks and 8 weeks after transplantation. Each recipient was transplanted with five million *iR9X2*-iHPCs collected on Day 21. Data from four representative mice are shown

### Single-cell RNA-seq reveals the transcriptome features of regenerative pro-B and pre-B cells

To characterize the transcriptome landscape of the early bone marrow regenerative progenitors in iB-μMT mice, we performed single-cell RNA-Seq using sorted GFP^+^CD45^+^CD3^−^CD4^−^CD8^−^Ter119^−^Gr1^−^Mac1^−^NK1.1^−^ cells taken from the bone marrow of iB-μMT mice on Day 7.5 after *iR9X2*-iHPC transplantation (Fig. S4A). Then, the scRNA-seq datasets were processed, and 4 clusters of a total of 7977 single cells, including pro-B cells, large pre-B cells, megakaryocyte/erythrocyte progenitors (MEPs), and granulocyte/macrophage progenitors (GMPs), were identified and visualized using UMAP based on their unique gene expression signatures (Fig. 4A). Two clusters were identified as B cell progenitors based on their upregulated expression of genes encoding proteins involved in B cell activation and B cell differentiation (*Vpreb2, Vpreb1, Bcl11a, Igll1, Igkc, Cd24a, Ighm*) (Fig. 4B, C), the surface marker-encoding gene *Cd19* (Fig. 4D), which first appears around the time of immunoglobulin gene rearrangement [34], and *Cd93* (Fig. 4D), which marks early B lineage cells [35, 36]. Pro-B cells (5754 single cells) were identified by their expression of surface marker-encoding genes, including *Kit*, *Spn*, and *Cd24a* (Fig. 4D), while large pre-B cells (2013 single cells) were characterized by loss of *Kit* expression (Fig. 4D; Fig. S4C), expression of *Il2ra* and *Igkc* (Fig. 4D, E; Fig. S4C, D), and upregulated expression of the surface marker gene *Cd24a* [33, 37] (Fig. 4D; Fig. S4D). During early B cell development, recombinase-activating genes (*Rag1/Rag2*) and DNA nucleotidylexotransferase (*Dntt*), which are essential for VDJ recombination [38] at the pro/pre-B cell stage, were expressed (Fig. S4B). After immunoglobulin heavy chain rearrangement, the expression of *Dntt* was silenced at the large pre-B cell stage [39, 40] (Fig. S4B–D). And the pre-BCR complex, which was composed of immunoglobulin μ heavy chain, surrogate light chain encoded by VpreB and λ5 (Fig. 4E; Fig. S4B), and the signaling molecules Igα/CD79a and Igβ/CD79b (Fig. 4E; Fig. S4B), started assembling. The expression of pre-BCR  components is crucial for pre-B cell differentiation as loss of any component will arrest the pro-B cell transition to the pre-B cell stage [41–44]. Accordingly, the pre-BCR signaling resulted in downregulation of *Rag1* [45] (Fig. S4B, D) and proliferation of large pre-B cells [46, 47]. The silence of VpreB and λ5 (Fig. 4E; Fig. S4B, D) further terminated large-pre B cell expansion and drived differentiation into the small pre-B cell stage [48]. In addition, pro-B and large pre-B cells expressed Bruton’s tyrosine kinase (*Btk*) and B cell linker protein (*Blnk*) (Fig. 4E), which are key cytoplasmic component genes of the pre-BCR signaling pathway [49, 50]. Transcription factor genes involved in the regulatory network of early B cell development, such as *Ikzf1*, *Spi1*, *Tcf3*, *Foxo1*, *Ebf1*, *Bcl11a*, and *Pax5*, were widely expressed among pro-B and large pre-B populations (Fig. 4F; Fig. S4B), and loss of any one results in an arrest of B cell differentiation [51–57]. In addition, pro-B cells showed abundant expression of the transcription factor *Erg*, which was reduced at the large pre-B stage (Fig. 4F; Fig. S4C), suggesting that it is an exquisitely stage-specific regulator of early B cell development [58]. The transcription factor *Bach2* was widely expressed and upregulated in large pre-B cells (Fig. 4F; Fig. S4C, D), which is required for mediating negative selection at the pre-BCR checkpoint [59]. The expression of the transcription factor *Irf4* was upregulated (Fig. 4F; Fig. S4C, D), and the expression of the transcription factor *Ikzf3* was induced (Fig. 4F; Fig. S4C) upon pre-BCR signaling [60, 61] at the large pre-B cell stage, and which play a critical role in further downregulating pre-BCR and suppressing large pre-B cell expansion in the transition from large pre-B to small pre-B cells [62, 63]. In addition, two small clusters of MEP cells and GMP cells (141 single cells and 69 single cells, respectively), were marked by high expression of carboxylate reductases (*Car1* and *Car2*) [64] and a number of granule genes, including myeloperoxidase (*Mpo*), neutrophil elastase (*Elane*), proteinase 3 (*Prtn3*), and cathepsin G (*Ctsg*) (Fig. 4B), which explains the transient wave of myeloid lineage cells in iB-μMT mice. To compare iB cells with their wild-type B lymphocyte counterparts, the IntegratedData and TransferData functions of Seurat were implemented to project iB cell data onto wild-type pro-B, small pre-B, and large-preB cell data derived from scRNA-seq data (GSE114793) of wild-type B lymphocytes (live LIN^−^CD19^+^IgM^−^IgD^−^, LIN-antibodies = Gr1, Ter119, CD3, Mac1, CD11c, NK1.1). The UMAP dimensionality reduction of the integrated data is presented in Fig. S5A. In the projection result, 92.08% of induced pro-B cells (5298/5754) were projected as control pro-B cells, and 90.01% of induced large pre-B cells (1812/2013) were projected as control large pre-B cells (Fig. S5B). Thus, the projection results showed that induced pro-B and induced large pre-B cells resemble natural pro-B and large pre-B cells. Overall, the large-scale single-cell transcriptome features demonstrate that *iR9X2*-iHPCs robustly differentiate into early B cell progenitors at as early as Day 7.5 after transplantation.

**Fig. 4:**
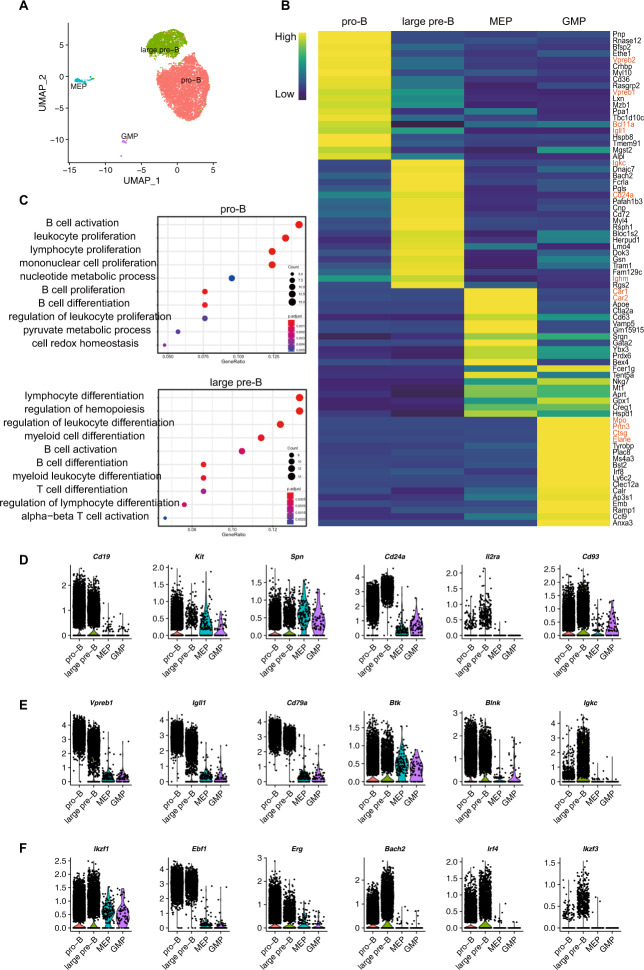
Single-cell transcriptomic characterization of regenerative pro-B and pre-B cells. **A** UMAP visualization of early bone marrow regenerative progenitor cells in iB-μMT mice. Fifty thousand bone marrow cells were sorted based on GFP^+^CD45^+^CD3^−^CD4^−^CD8^−^Ter119^−^Gr1^−^Mac1^−^NK1.1^−^ surface expression for sequencing on Day 7.5 after transplantation. Of these, 7977 cells were retained for UMAP analysis. To rule out the effects of cell cycle variances, we performed simple linear regression against the cell cycle score calculated by CellCycleScoring. Then, PCA was performed by RunPCA using 2000 highly variable genes, and the top 20 PCs were used for UMAP analysis. Clusters were detected using FindClusters with parameter settings dims = 1:20 and resolution = 0.08. One point represent one cell. **B** Heatmap showing the average expression of the top 20 differentially expressed genes in each cluster of early bone marrow regenerative progenitor cells from iB-μMT mice. The average expression value is the scaled average expression. Upregulated genes were identified for each cluster using the Wilcoxon rank sum test with the parameters min.pct = 0.5 and logfc.threshold = 0.25 implemented in Seurat. One cluster is shown per column. The expression values were *z* score transformed by Seurat packages. **C** Gene ontology (GO) enrichment analysis of the differentially expressed genes in pro-B and large pre-B clusters. Gene ontology enrichment analysis (for biological processes) was performed with the upregulated genes of each cluster by clusterProfiler with a BH-adjusted *p* value cutoff = 0.05. Each symbol represents a GO term (noted in the plot); the color indicates the adjusted *P* value (Padj (significance of the GO term); bottom key), and the symbol size is proportional to the number of genes (top key). **D** Violin plots showing the expression profile of pro-B cell- and large pre-B cell-related surface marker genes (*CD19*, *Kit*, *Spn*, *Cd24a*, *Il2ra*, and *Cd93*). The expression value of each gene was normalized by the “LogNormalize” method and visualized by the VlnPlot function of Seurat. **E** Violin plots showing the expression profile of selected pre-BCR- and BCR formation-related marker genes (*Vpreb1*, *Igll1*, *CD79a*, *Btk*, *Blnk*, and *Igkc*). The expression value of each gene was normalized by the “LogNormalize” method and visualized by the VlnPlot function of Seurat. **F** Violin plots showing the expression profile of selected early B cell development-related transcription factors (*Ikzf1*, *Ebf1*, *Erg*, *Bach2*, *Irf4*, and *Ikzf3*). The expression value of each gene was normalized by the “LogNormalize” method and visualized by the VlnPlot function of Seurat

### Regenerative B cells produce an adaptive immune response and form long-term immune memory

To investigate the immune function of regenerative B cells, we inoculated iB-μMT mice with T cell-dependent antigen (TD Ag) to test the humoral immune response. We immunized iB-μMT mice with 4-hydroxy-3-nitrophenylacetyl-chicken-gamma-globulin conjugates (NP-CGG) and detected the levels of NP-specific IgM and IgG1 antibodies in the sera from immunized mice (Fig. 5A). The iB-μMT mice showed elevated NP-specific IgM, total NP-specific IgG1, and high-affinity NP-specific IgG1 levels compared with μMT mice after the primary immune response (Fig. 5B). After boosting with NP-CGG, increased amounts of total and high-affinity NP-specific IgG1 antibodies were produced quickly from iB-μMT mice, while antibodies were not detected in μMT mice (Fig. 5C). We next assessed the normal formation of germinal center (GC) B cells, memory B cells, and plasma cells, on which adaptive humoral immune protection relies heavily, in iB-μMT mice. Two weeks after NP-CGG immunization, there was robust emergence of plasma cells (B220^low/−^CD138^+^) and NP-specific GC B cells (NP^+^GL7^+^CD38^−^) in the spleens of iB-μMT mice, which was comparable to the B6 mouse counterparts (Fig. 6A). In addition, we detected antigen-specific class-switched IgG1^+^ memory B cells in the spleens of iB-μMT mice on Day 21 after NP-CGG immunization (Fig. 6B), suggesting successful immunoglobulin class switching. Abundant long-lived plasma cells (Lin^−^IgM^−^CD22^−^CD19^−^MHCII^−^CD138^+^) in the bone marrow of iB-μMT mice 3 weeks after NP-CGG immunization were detected, which was comparable to that seen in the B6 mouse counterparts (Fig. 6C). Importantly, long-lived plasma cells could still be detected in the bone marrow of iB-μMT mice at Day 17 after the boost (Fig. 6D). Thus, these results indicate that the regenerative iB cells in the iB-μMT mice produce a primary response and memory response and sustain long-term humoral immune protection, suggestive of a typical adaptive immune response.

**Fig. 5:**
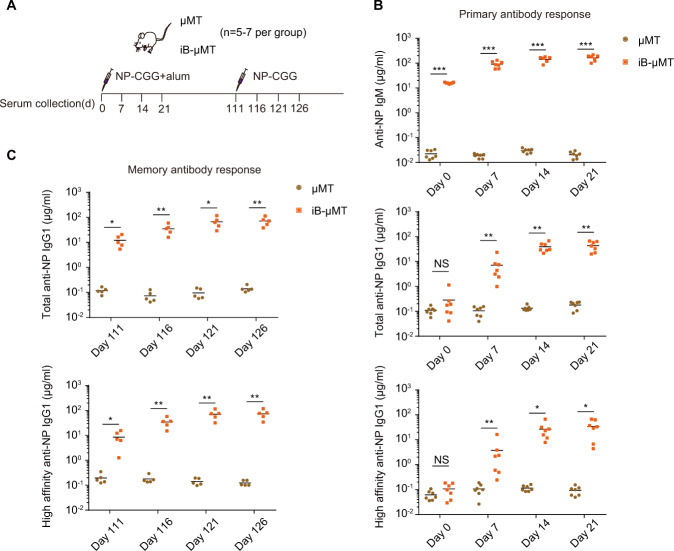
Antibody response to T cell-dependent antigen (NP-CGG) in iB-μMT mice. **A** Schematic diagram of iB-μMT mice and μMT mice immunized with NP-CGG and from which sera were collected at the indicated time points. iB-μMT mice (*n* = 7) and μMT mice (*n* = 7) were given primary intraperitoneal immunization with 100 μg NP-CGG in alum on Day 0. Then, iB-μMT mice (*n* = 5) and μMT mice (*n* = 5) were given a secondary challenge with 50 μg NP-CGG on Day 111 after primary immunization. Sera were collected on Day 0, Day 7, Day 14, Day 21, Day 111, Day 116, Day 121, and Day 126 after primary immunization. **B** T cell-dependent primary antibody response in iB-μMT mice. iB-μMT mice (*n* = 7) and μMT mice (*n* = 7) were immunized with 100 μg NP-CGG in alum on Day 0. Anti-NP IgM (top), total anti-NP IgG1 (middle), and high-affinity anti-NP IgG1 (bottom) antibodies in the sera collected at the indicated time points were measured by ELISA. Each symbol represents an individual mouse, and the horizontal lines indicate the mean values. NS, not significant, *P < 0.05, **P < 0.01, and ***P < 0.001 (independent-sample Student’s *t* test and Mann–Whitney *U* test). **C** Production of memory antibodies in iB-μMT mice. Sera were collected from iB-μMT mice (*n* = 5) and μMT mice (*n* = 5) at the indicated time points after boost with 50 μg NP-CGG. Levels of total anti-NP IgG1 and high-affinity anti-NP IgG1 were measured by ELISA. Each symbol represents a mouse, and the horizontal lines indicate the mean values. *P < 0.05, **P < 0.01, and ***P < 0.001 (independent-sample Student’s *t* test and Mann–Whitney *U* test)

**Fig. 6:**
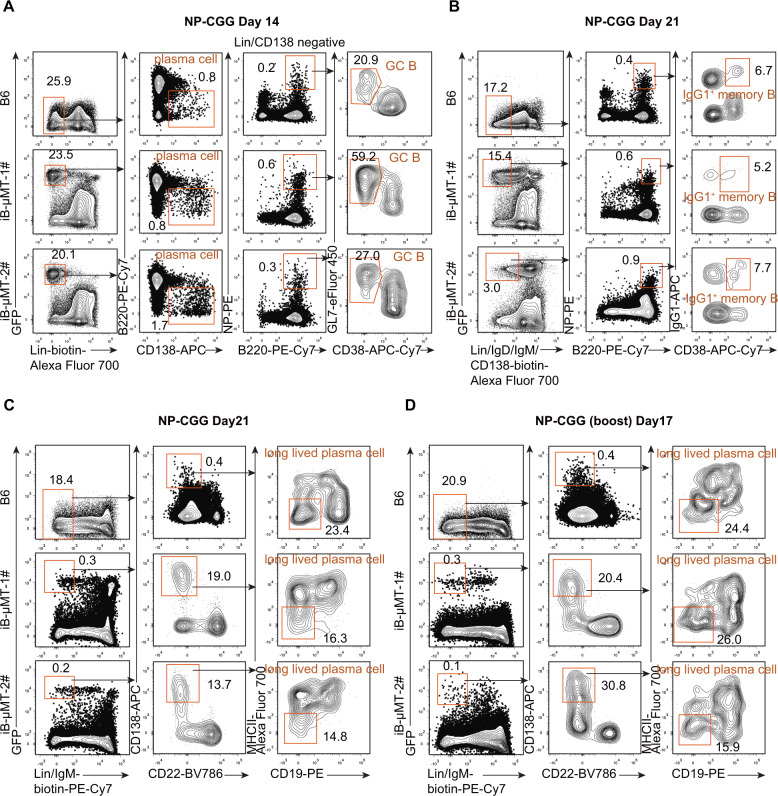
Normal germinal center (GC) B, memory B, and plasma cell formation in iB-μMT mice. **A** Plasma cells and antigen-specific GC B cells in the spleens of iB-μMT mice. Spleen cells were isolated from B6 and iB-μMT mice 14 days after primary intraperitoneal immunization with 100 μg NP-CGG in alum. Plasma cells (Lin^−^B220^low/−^CD138^+^) and antigen-specific GC B cells (Lin^−^B220^+^CD138^−^NP^+^GL7^+^CD38^−^) were analyzed by flow cytometry. Data from one representative B6 mouse and two representative iB-μMT mice are shown. Lin^−^ was defined as Ter119^−^Mac1^−^Gr1^−^NK1.1^−^CD3^−^CD4^−^CD8^−^. **B** Antigen-specific class-switched IgG1^+^ memory B cells in the spleens of iB-μMT mice. Spleen cells were isolated from B6 and iB-μMT mice 21 days after primary intraperitoneal immunization with 100 μg NP-CGG in alum. Representative flow cytometry plots of antigen-specific class-switched IgG1^+^ memory B cells (Lin^−^IgD^−^IgM^−^CD138^−^B220^+^NP^+^CD38^+^IgG1^+^) from one B6 mouse and two iB-μMT mice are shown. Lin^−^ was defined as Ter119^−^Mac1^−^Gr1^−^NK1.1^−^CD3^−^CD4^−^CD8^−^. **C**, **D** Long-lived plasma cells in the bone marrow of iB-μMT mice. Long-lived plasma cells (Lin^−^IgM^−^CD138^+^CD22^−^CD19^−^MHCII^−^) in the bone marrow of B6 and iB-μMT mice were analyzed by flow cytometry. Representative plots from B6 and iB-μMT mice 21 days after priming with NP-CGG in alum (**C**) and 17 days after NP-CGG boost (**D**) are shown. Lin^-^ was defined as Ter119^−^Mac1^−^Gr1^−^NK1.1^−^CD3^−^CD4^−^CD8^−^

## Discussion

In this study, we demonstrated that forced expression of three transcription factors, *Lhx2*, *Hoxa9*, and *Runx1*, can guide B lineage fate commitment and in vivo B lymphopoiesis in B cell-deficient animals. Of note, the results of in vivo lymphopoiesis include pro/pre-B progenitors, immature B cells, and all subsets of mature B-1a, B-1b, FO B, and MZ B cells. We could not detect GFP^+^ HSCs in the bone marrow of iB-μMT mice, and the rare GFP^+^ hematopoietic progenitors isolated from primary recipients could not contribute in secondary recipients (data not shown), indicating that the B lymphogenic potential is determined by *Lhx2*, *Hoxa9*, and *Runx1* at the putative precursor cell stage independent of HSC formation. This HSC-independent approach regenerates a complete humoral system that rescues B cell-related immune responses in animals with inherited B cell deficiency.

ESCs cultured on OP9-DL1 cells preferentially commit to T cells in vitro [65]. However, we only generated robust and transplantable early hematopoietic progenitors using OP9-DL1 cell in vitro, and subsequent B cell development was achieved in vivo via iHPC transplantation. The differentiation of ES cells has been previously performed on OP9 cells to give rise to B cells in vitro; [10, 13, 65] however, B cell development in vitro has limitations including incomplete B cell subsets and defects of functionality. Although transplantation of B220^+^CD93^+^ pro/pre-B cells differentiated from mouse ESCs reconstituted B-1 and B-2 cells in recipients [12], the B cell regeneration was transient and the serum contained extremely low IgM antibodies, which were barely detected 6–8 weeks after transplantation. We noticed that in our system, the iHPCs in the bone marrow microenvironment differentiated into pro/pre-B cells and further matured into entire B cell subsets in vivo, which might avoid the partial failure of modeling the microenvironment of B cell development in vitro. We still detected the presence of induced mature B-1 and B-2 cells and serum antibodies in iB-μMT mice 40 weeks after transplantation.

Constitutive expression of *Lhx2* in natural hematopoietic progenitor/stem cells in vivo led to a myeloproliferative disorder and caused acute leukemia [66], which implies that the iHPCs generated in our study are different from these cells, as our iHPCs did not cause myeloid proliferation. Certain pre-B tumor cell lines expressed *Lhx2* [67], but we did not observe B cell tumors in iB-μMT mice, indicating that simultaneous expression of *Lhx2* with *Hoxa9* and *Runx1* starting from an early stage of hematopoietic development prior to definitive HSC occurrence leads to no obvious tumorigenic effect. In addition, single-cell RNA-seq showed typical expression patterns of surface markers, transcription factors and essential regulators, and pre-BCR complexes in induced pro-B and large pre-B cells, which suggests normal early B lymphopoiesis in iB-μMT mice. Of note, *Ikzf1*, *Spi1*, *Tcf3*, and *Pax5* are normally expressed in induced B cell progenitors, which ensure tumor-free lymphopoiesis as reduction or loss of any of these master factors is associated with B cell leukemia [68–71].

Synergistic expression of *Runx1* and *Hoxa9* during mESC differentiation resulted in an iHPC population that preferentially contributed to T lymphopoiesis in vivo [22]. In this study, using the same induction protocol, coordination of *Lhx2*, *Hoxa9*, and *Runx1* promoted B lymphopoiesis instead of T lymphopoiesis in vivo. It has been reported that T cell development is blocked by the expression of *Lhx2* in vivo in HSPCs [72]. Surprisingly, synergistic expression of the *Lhx2* and *Runx1* transcription factors preferentially determined T cell lineage fate using the same induction system (Fig. S6), despite having low efficiency compared with induction using *Runx1* and *Hoxa9*. Thus, our data demonstrate that the synergistic effects of *Lhx2*, *Hoxa9*, and *Runx1* transcription factors are more complicated than simple addition–subtraction effects. It is worth of further investigation to comprehensively understand the epigenetic landscape induced by *Lhx2*, *Hoxa9*, and *Runx1* during hematopoietic fate commitment and subsequent B lymphopoiesis.

In conclusion, this study establishes a novel approach for reconstituting complete B lymphopoiesis in vivo based on a two-step approach of in vitro HPC commitment from PSCs and in vivo lymphopoiesis. The regenerative B cells possess abundant BCR repertoires capable of recognizing numerous different antigens and can restore the adaptive humoral immune response and form immune memory in B cell-deficient mice. This robust induction system of B cell regeneration provides a new tool for the basic study of B cell development and B cell disease modeling. Given that PSCs are not a limited cell resource and can be subjected to gene editing, our study provides insights into the therapeutic applications of regenerative B cells for individuals suffering from inherited B cell defects.

## Supplementary information

Supplementary Figure Legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

## Data Availability

The BCR sequencing data were deposited in the GEO database under accession number GSE180318, and the scRNA-seq data were deposited in the GEO database under accession number GSE180319. All other data needed to evaluate the conclusions in the paper are present in the paper or the Supplementary Materials.

# Supplementary material for: Regeneration of immunocompetent B lymphopoiesis from pluripotent stem cells guided by transcription factors
**Source:** Cell Mol Immunol. 2021 Dec 10;19(4):492–503. doi: 10.1038/s41423-021-00805-6
**Supplement:** Supplementary file 1 — Supplementary Figure Legends

**SUPPLEMENTARY FIGURE LEGENDS**

**Fig. S1** **Reconstitution of functional B cells *in vivo* from *iR9X2*-ESC.**

**A** Schematic diagram of establishing *iR9X2*-ESC cell line. A *CAG Pr-GFP-PGK Pr-PuroR* cassette was inserted into the *Hipp11* locus of mouse ESC by homologous recombination to form GFP-ESC clones which were selected by puromycine (1 μg/ mL). Next, a *CAG Pr-rtTA-3×Stop-TRE-Runx1-p2a-Hoxa9-t2a-Lhx2-pA-PGK Pr-HygroR* cassette was inserted into the *Rosa26* locus of GFP-ESC by homologous recombination to form *iR9X2*-ESC clones which were selected by hygromycin B (150 μg/ml). **B** Q-PCR analysis of the expression of *Runx1*, *Hoxa9*, and *Lhx2* in *iR9X2*-ESC after doxycycline induction. **C** *iR9X2*-ESC-derived GFP+CD45+Mac1+ myeloid cells and GFP+CD45+CD19+ B cells in the PB of μMT mice were analyzed by flow cytometry 4 weeks and 8 weeks after transplantation. Five million iHECs-derived hematopoietic progenitors were transplanted into each sublethally irradiated μMT mouse. The mice were fed with water containing doxycycline (1 mg/mL) to induce the generation of B lymphocytes. Two representative mice from five independent experiments are shown. **D** *iR9X2*-ESC-derived B (iB) cells in the PB of C57BL/6 mice were analyzed by flow cytometry. Five million iHECs-derived hematopoietic progenitors were transplanted into each sublethally irradiated (6.5 Gy) C57BL/6 mouse. The mice were fed with water containing doxycycline (1 mg/mL) to induce the generation of B lymphocytes. iHPCs derived hematopoietic cells (GFP+CD45+Mac1+ myeloid cells, GFP+CD45+CD3/CD4/CD8+ T cells, and GFP+CD45+CD19+ B cells) were analyzed 4 weeks after transplantation. GFP-CD45+CD19+ and GFP-CD45+CD3/4/8+ gates of the same C57BL/6 recipients are shown as control. Data from two representative mice are shown. **E** *iRunx1-p2a-Hoxa9-t2a-Lhx2-ESC*-derived B (iB) cells in the PB of *Rag1*-/- mice were analyzed by flow cytometry. iHPCs were induced from GFP negative *iRunx1-p2a-Hoxa9-t2a-Lhx2-ESC, and* five million iHPCs (CD45.2+) were transplanted into each sublethally irradiated CD45.1+ *Rag1*-/- mouse (3.5 Gy). The mice were fed with water containing doxycycline (1 mg/mL). Hematopoietic cells (CD45.2+Mac1+ myeloid cells, CD45.2+CD3 + T cells, and CD45.2+CD19+ B cells) in the peripheral blood of *Rag1*-/- recipients were analyzed at week 4 after transplantation. CD45.2-CD19+ and CD45.2-CD3/4/8+ gates of the same CD45.1+ *Rag1*-/- recipients are shown as control. Data from two representative mice are shown.

**Fig. S2 Long term serum antibodies levels in iB-μMT mice.**

Sera were collected from iB-μMT mice (18 to 40 weeks after transplantation) and μMT mice (n=7 per group). The different isotypes of antibodies (IgM/IgG1/IgG2b/IgG2c/IgG3/IgA) were measured by ELISA. Each symbol represents an individual mouse; small horizontal lines indicate the mean. *P < 0.05, **P < 0.01, and ***P < 0.001 (Independent-sample student t test and Mann-Whitney U test).

**Fig. S3 The regenerative B cell subsets in iB-μMT mice.**

**A, B** *iR9X2*-ESC-derived B (iB) cells in the bone marrow and spleen of μMT mice were analyzed by flow cytometry. Each μMT recipient was transplanted with five million *iR9X2*-iHPCs collected at day 21. GFP+CD45+Mac1+ myeloid cells, GFP+CD45+CD3/CD4/CD8+ T cells, and GFP+CD45+CD19+ B cells were analyzed 2 weeks (**A**), 4 weeks (**B**), and 8 weeks (**B**) after transplantation. GFP-CD45+CD19+ gates of the same *iR9X2*-μMT recipients are shown as control.Data from six representative mice are shown. **C** Flow cytometry analysis oftransitional B cells inthe spleen of iB-μMT mice. Each recipient was transplanted with five million *iR9X2*-iHPCs collected at day 21. iB-μMT mice were sacrificed and analyzed 2 weeks, 4 weeks, and 8 weeks after transplantation, respectively. Representative FACS plots from three iB-μMT mice are shown. **D** Flow cytometry analysis of B-1 cells inthe spleen of iB-μMT mice. Each recipient was transplanted with five million *iR9X2*-iHPCs collected at day 21. iB-μMT mice were sacrificed and analyzed 8 weeks, 12 weeks, and 24 weeks after transplantation, respectively. Representative FACS plots of B-1a (GFP+CD45+CD19+B220-/lowCD43+CD23-CD5+) and B-1b (GFP+CD45+CD19+B220-/lowCD43+CD23-CD5-) from three iB-μMT mice are shown. **E, F** All major mature B cell subsets were analyzed by flow cytometry at week 40 after transplantation. Immuno-phenotypic plots of B-1a, B-1b, FO B, and MZ B cells in the spleen of iB-μMT mice (**E**) were depicted. And immune-phenotypic plots of B-1a, B-1b, and B-2 cells in the peritoneal cavity of iB-μMT mice (**F**) were depicted. Data from one representative mouse are shown. **G** Bone marrow cells were isolated from iB-μMT mice 6 weeks after transplantation, and flow cytometry plots of pro/pre-B cells, immature B cells, and mature B cells were depicted. Data from one representative mouse are shown. Lin- was defined as Ter119-Mac1-Gr1-NK1.1-CD3-CD4-CD8-.

**Fig. S4 Sorting gates of bone marrow regenerative progenitors and the expression patterns of selected early B progenitors related genes.**

**A** Bone marrow cells were sorted based on GFP+CD45+Lin- surface markers for single cell sequencing at day7.5 after transplantation, Lin- was defined as CD3-CD4-CD8-Ter119-Mac1-Gr1-NK1.1-. **B** Violin plots show the expression profile of VDJ recombination related enzymes genes (*Rag1*, *Rag2*, and *Dntt*), pre-BCR complex related genes (*Vpreb2* and *Cd79b*), and early B cell development related transcription factors (*Spi1*, *Tcf3*, *Foxo1*, *Bcl11a*, and *Pax5*). The expression value of each gene was normalized by ‘LogNormalize’ method and illustrated by VlnPlot of Seurat. **C** The dotplot present the average expression of marker genes. The average expression value were z-score transformed. The color indicates average expression value and size is proportional to the percentage of cell population with non-zero expression value of selected gene. **D** Table of differential expressed genes between pro-B and large pre-B population. Genes with increased or decreased expression in each population were identified by the Seurat FindConservedMarkers function. The direction of expression is relative. Upregulation means gene expression increased in large pre-B population against pro-B population, while downregulation means gene expression decreased in large pre-B population against pro-B population. The avg_logFC was average of fold difference (log-scale) between the two populations, pct.pro-B and pct.large pre-B was the cell fraction with detected non-zero gene expression in pro-B and larger pre-B, respectively. The p_val, was the p value and p_val_adj was adjusted p-value based on bonferroni correction.

**Fig. S5 Projection of induced B progenitors populations onto wildtype B progenitors.**

**A** UMAP visualization of integrated induced B and wildtype B progenitors. Embeddings of pro-B and large pre-B populations in our study (iB) is on the left and embeddings of wildtype mouse CD19+ B progenitors (WT-B, 1195 cells, GSE114793) is on the right. The color indicates cell identities. **B** The cell fraction of different predicted identities of induced pro-B (ipro-B) and induced large pre-B (ilarge pre-B) populations using the pro-B, small pre-B, and large pre-B populations of GSE114793 as reference. Seurat package were implemented for projecting cells in our study onto the wildtype cell-types.

**Fig. S6 Flow cytometry analysis of hematopoietic cells derived from *iRunx1-Lhx2*-ESC in the peripheral blood (PB) of *Rag1*-/- mice.**

*iRunx1-Lhx2*-ESC-derived iHECs were co-cultured with OP9-DL1 stromal cells for 15 days to obtain enough iHPCs, then 3 million iHPCs were transplanted into each sublethally irradiated *Rag1*-/- mouse (3.5 Gy). The mice were fed with water containing doxycycline (1 mg/mL). Hematopoietic cells (Mac1+ myeloid cells, CD3/CD4/CD8+ T cells, and CD19+ B cells) in the peripheral blood of *Rag1*-/- recipients were analyzed by flow cytometry at week 5 and week 8 after transplantation. Data from two representative mice are shown.

How the deposited data were processed for this re-analysis (not part of the article)

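BCR libraries of the heavy chain, the kappa chain and the lambda chain were analysed from 100000 sorted naïve FO B cells of 1 iB-μMT mouse, 4 weeks after transplantation, and of 1 B6 mouse, 6 libraries in all. The authors extracted total RNA, amplified the cDNA ends, sequenced the libraries on an Illumina MiSeq and assembled clonotypes with MiXCR (version 3.0.13). For each clonotype, the authors deposited a count of reads, that count as a fraction of the library's reads, and a score, the minimum sequencing quality over CDR3, beside its CDR3 sequence, its V, D, J and C gene hits with alignment scores, and the positions where the gene segments end. The paper drew chord diagrams of V-J pairs with VDJtools (version 1.2.1), and its text does not name the weighting of the diagrams. No column other than these was used as a measurement.

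The read counts were used as deposited, without normalization. The depths were 909806 and 1383617 reads for the heavy chain, 562884 and 534314 for the kappa chain, and 269712 and 271108 for the lambda chain, in the iB-μMT mouse and the B6 mouse, respectively. At these depths, 3 reads correspond to 0.00033% and 0.000217% of the heavy chain reads, a floor that was not used as a filter. Of the V genes found, 4 of the heavy chain in the B6 mouse and 2 of the kappa chain in the iB-μMT mouse had fewer than 3 reads and were counted. The number of reads does not give the number of molecules, since no molecular identifiers are described, and 7.79 heavy chain clonotypes were found per 100 sorted cells of the iB-μMT mouse. The precision is therefore set by the number of clonotypes, which was smallest for the lambda chain.

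The best V, D, J and C hit of each clonotype was used. Reads were summed by gene for the V and J shares, and each clonotype was counted once for gene families, CDR3 length, inserted nucleotides, stop codons and C genes. Inserted nucleotides were those between the V and D ends and between the D and J ends that MiXCR reported, over clonotypes with a D hit. A clonotype was productive if its CDR3 was in frame and had no stop codon. Every CDR3 in the tables was in frame, so the productive share counts stop codons only. Clonotypes were shared when the CDR3 nucleotide sequence, the V gene and the J gene were the same. All 105 IGHV, 102 IGKV and 3 IGLV gene names matched the RefSeq gene table of mouse assembly GRCm38.p6. Because the clonotype tables name no assembly, that table was used only for the order of genes along the heavy chain locus.

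Intervals were 95% percentile intervals of 1000 bootstrap draws over the clonotypes of each library, or 95% Wilson intervals for shares of clonotypes. Shares of clonotypes were compared by Fisher's exact test (two-sided), and V genes with at least 20 clonotypes in the 2 libraries together were adjusted by the Benjamini-Hochberg method at 0.05. The Jensen-Shannon distance was set against 1000 random splits of the pooled clonotypes, in which the libraries entered with equal weight. These tests compare libraries, since there was 1 library per group. A Pearson r was regarded as moved by an alternative when it changed by at least 0.5 times the width of its bootstrap interval. This rule, and the rule that a ratio of clonotype numbers is unchanged within 1.5 times and on the same side of 1, replaced earlier rules after the values had been seen. Under the earlier rules, which asked whether r lay inside its bootstrap interval and whether a Poisson interval of the ratio included 1, 7 of 8 kappa chain r values counted as moved in place of 1, 0 of 8 lambda chain r values counted as moved in place of 1, and 2 kappa chain ratios counted as changed in place of 0. The first rule was dropped because the kappa chain draws (0.592 to 0.884) lay below the value itself, and the second because no test of clonotype numbers had been planned. Named V genes were the 3 with the largest read share in each library and, for the heavy and kappa chains, the 3 with the largest difference in each direction, together with every J gene and IGHV5-2, a rule set before the data were examined.

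The alternatives were clonotypes with at least 2 or at least 5 reads, equal read numbers in both libraries, leaving out shared clonotypes, merging clonotypes 1 mismatch from a clonotype with at least 10 times the reads and the same V gene, J gene and length, productive clonotypes only, clonotypes defined by amino acid sequence, each clonotype counted once or weighted by reads, only clonotypes with a unique best V hit, all V genes, and only clonotypes with at least 8 nucleotides of D. Another 6 alternatives were chosen after seeing the data, for the shared clonotypes and for V hits of a single family.

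The computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. The test of V genes was checked on simulated clonotypes with the V shares of the B6 mouse, where 20 of 80 tested genes were changed by a factor of 3. All 20 were recovered in the right direction, and 0 of 80 were called when no gene was changed. Calls among the unchanged genes of the first simulation were not counted. When the inserted nucleotides of a random part of the B6 clonotypes were lowered by 2, the estimate was -2.12 (-2.31 to -1.93). This checks the calculation of the difference and not the counting of inserted nucleotides in the junctions. The single-cell RNA-seq of the paper was not analysed here.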

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

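The tests in this part were chosen after the differences had been seen, whereas the shares of the families and the inserted nucleotides were fixed as measures before the data were examined. The paper does not discuss single V or D genes or junctions, and the B6 mouse serves as the control level. There was 1 mouse per group, so no pattern here can be told apart from a difference between individual mice that has nothing to do with the source of the B cells.

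The IGHV2 and IGHV5 families held 39.9% of the IgH clonotypes of the iB-μMT mouse against 15.1% in the B6 mouse. The difference was 24.8 percentage points with equal read numbers and 24.7 after merging near-identical clonotypes and keeping those with at least 5 reads, so neither depth nor sequence errors account for it. Among clonotypes whose V hits all belonged to 1 family it was 24.8, but this could not have come out otherwise, since 11 clonotypes of the iB-μMT mouse and 1 of the B6 mouse had hits in more than 1 family. Wrong assignment to V genes of another family is therefore not settled by it. Weighted by reads and without the largest 10% of clonotypes, the difference was 23.6 percentage points, so it does not rest on a few expanded clonotypes. These families lie nearest to the D segments. Among the other 62 IGHV genes tested the Spearman rho of the order from the D segments and the ratio of the iB-μMT mouse to the B6 mouse was -0.57 (permutation p = 1e-05, the smallest that 100000 permutations can give), but 40 of these are IGHV1 genes, whose lower share was already known, so this largely restates the family shares. Within the IGHV1 genes alone the rho was -0.0623 (permutation p = 0.702), and among the 22 genes outside the IGHV1, IGHV2 and IGHV5 families it was -0.289 (permutation p = 0.191). Within the 15 IGHV2 and IGHV5 genes it was -0.671 (permutation p = 0.00721). Genes are not independent replicates. A preference for V genes near the D segments is a possible explanation, but outside the IGHV2 and IGHV5 families it has no support apart from the family shares themselves.

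IGHV5-2, the IGHV gene nearest to the D segments among the genes found and named before the data were examined, held 0.868% of the IgH reads in the iB-μMT mouse (95% bootstrap interval of the difference 0.53 to 0.974 percentage points) and 0.12% in the B6 mouse. It had 101 and 14 clonotypes, respectively. The tests above were made on the families, and merging cannot change the read share of a gene. Over the alternatives that could change it, the difference lay between 0.747 and 1.09 percentage points.

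No inserted nucleotide was found in 8.77% of the IgH clonotypes with a D gene in the iB-μMT mouse and in 2.79% in the B6 mouse. The mean number of inserted nucleotides differed by -2.05 with equal read numbers, and by -2.10 after merging near-identical clonotypes and keeping those with at least 5 reads. Averaged within V genes the difference was -2.10, and 57 of 58 V genes had a lower mean in the iB-μMT mouse. Averaged within D genes it was -2.03, lower in all 13 D genes with at least 20 clonotypes in each library. The use of other V or D genes therefore does not account for it. The IgK CDR3 differed by 0.0537 amino acids, with an interval that included 0, and the mean number of nucleotides inserted between V and J in IgK differed by -0.0401 (95% bootstrap interval -0.192 to 0.109). IgK junctions held 0.59 inserted nucleotides on average in the B6 mouse and could not have lost as many as the IgH junctions, so an effect of library preparation or read processing on junctions of any chain is not excluded by these values. The mean number of deleted nucleotides differed by -2.25 (95% bootstrap interval -2.48 to -2.01). Unlike the inserted nucleotides, the deleted ones were not compared within D genes. D gene use differed, with more of the short gene IGHD4-1 in the iB-μMT mouse, and a short gene has fewer nucleotides to lose. The number of deletions therefore does not decide whether there was more trimming of the gene segments. Fewer deletions are also not what less addition alone would give, so they do not favour less addition either. A candidate explanation is less addition of nucleotides by terminal deoxynucleotidyl transferase during heavy chain rearrangement in the iB cells. This is a hypothesis. The paper reports expression of its gene, Dntt, in the regenerating progenitors at the pro/pre-B cell stage (Fig. S4B), so an absence of the enzyme would go against the paper, and its level was not analysed here.

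IGHD4-1, the D gene nearest to the J genes, was assigned to 18.7% of the IgH clonotypes with a D gene in the iB-μMT mouse and to 9.77% in the B6 mouse (Fisher's exact test, two-sided, p = 1.12e-47). It was singled out after the values of the D genes had been seen. It is a short gene, and short remnants might be assigned to it wrongly. With at least 8 nucleotides of D left, the difference was still 7.20 percentage points (13.6% against 6.40%). By share of IgH reads, IGHD1-1 had a larger difference in the other direction (-10.9 percentage points, against 7.89 for IGHD4-1). IGHD1-1 held 17.8% of the reads in the iB-μMT mouse and 28.7% in the B6 mouse. IGHD2-3 (15.4% and 9.85%) and IGHD2-8 (7.31% and 4.71%) also had higher shares in the iB-μMT mouse. The differences in D gene use were therefore not confined to the gene nearest to the J genes.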

How the results depend on the processing

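No replicate could be left out, because there was 1 library per group, and no paired analysis was possible because the groups have no replicates. Of 33 comparisons, 22 kept their direction and their side of the threshold, or stayed within 1.5 times the reported number, under every alternative tried for them. Among these are the IgH family shares (IGHV2 and IGHV5 from 21.6 to 24.9 percentage points, IGHV1 from -30.4 to -29.6), the mean difference in inserted nucleotides (-2.18 to -2.05), the number of IGHV genes that differed (46 to 51) and the IgH distance in V usage (0.333 to 0.349). Merging near-identical clonotypes leaves the reads of each V and J gene and the V-J pairs as they are, and every IgL V hit was unique, so 12 of the 236 alternative values of the comparisons and 35 of the 232 of single genes could not have moved and show no stability.

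The cause of each change below was not tested. With each clonotype counted once, the Pearson r of IgH V usage was 0.588. Weighted by reads, the difference in the productive share was 0.111 percentage points for IgH, no longer past the threshold, and 0.028 for IgL, with the opposite sign, and the difference in IgK CDR3 length was -0.0181 amino acids, also with the opposite sign. Shared clonotypes held 91.7% of the IgK reads and 97.8% of the IgL reads of the iB-μMT mouse. Without shared clonotypes, the Pearson r was 0.753 for IgK and -0.677 for IgL. In the same setting the ratio of effective numbers was 1.21 for IgK, with an interval that included 1, and 0.61 for IgL, on the other side of 1. The IgK CDR3 length difference became 0.114 amino acids, now past the threshold, and the read share of the 10 largest IgK clonotypes differed by -1.40 percentage points, no longer past it. That last value also fell short of the threshold with at least 2 reads (-4.33), with at least 5 reads (-4.33) and with amino acid clonotypes (-5.30). With near-identical clonotypes merged, the ratio of effective IgL numbers was 0.99 and the difference in the 10 largest IgL clonotypes was 0.615 percentage points, both on the other side. In alternatives chosen after seeing the data, the number of shared IgH clonotypes was 8 with at least 2 reads, 7 with at least 5 reads and 81 with any V and J gene.

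Among 29 differences in the share of single genes, 16 kept their direction and their side under every alternative. With each clonotype counted once, the sign changed for IGKJ1 (-0.148 percentage points), IGKJ2 (1.32), IGKV14-100 (-0.102), IGKV19-93 (-0.233), IGLJ1 (4.20), IGLJ2 (-2.80), IGLJ3 (-1.40), IGLV1 (4.90), IGLV2 (-2.24) and IGLV3 (-2.66). Without shared clonotypes it changed for IGKV14-100 (-0.47), IGKV19-93 (-0.56), IGLJ1 (50.4), IGLJ2 (-17.3), IGLJ3 (-33.1) and IGLV3 (-27.5). In the other direction, a difference of the same sign passed the threshold under 1 alternative for IGHJ2 (2.07 percentage points with equal read numbers), IGHJ4 (2.59 with each clonotype counted once) and IGKV10-96 (-1.92 without shared clonotypes). The IgL values rest on 51 and 42 clonotypes, which limits them more than the number of reads does.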

Differences from the paper's values

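The paper states no number for the BCR repertoires in its text. The IgL panels of the chord diagram are simple enough to read by eye, and none of the 12 shares read from them differed from the values here by more than 1.5 times. The paper's share of IGLJ3 was about 3.7% of the B6 library in Fig. 2C, read by eye, against 3.52% here, and about 6.3% of the iB library against 5.96%. With each clonotype counted once, an alternative set before the data were examined, the shares of IGLJ3 were 19.0% and 17.6%, away from the paper's, so the reads as weights are the setting under which the values fall within the paper's.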

Other observations

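The tests in this part were chosen after the patterns had been seen, and 2 of them were changed again after their first results, as stated with each.

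The fewer inserted nucleotides and the excess of the IGHV2 and IGHV5 families in the iB-μMT mouse might come from 1 subset of clonotypes that carries both. In that case IGHV2 and IGHV5 clonotypes would lack inserted nucleotides more often than the other clonotypes of the same library. They lacked them less often, in 7.13% against 9.86% of clonotypes, a difference of -2.73 percentage points (Fisher's exact test, two-sided, p = 9.47e-05). In the B6 mouse the shares were 1.57% and 3.00%, a difference of the same sign, so the comparison within the iB-μMT mouse does not decide the question. From the B6 mouse to the iB-μMT mouse the share rose 4.53-fold in IGHV2 and IGHV5 clonotypes and 3.28-fold in the others, a ratio of 1.38 (95% bootstrap interval 0.835 to 2.63). In percentage points it rose by 5.56 and 6.86, a difference of -1.30 (-2.88 to 0.388). Both intervals include no difference. The mean number of inserted nucleotides was lower in the iB-μMT mouse in 57 of 58 V genes, with a mean difference of -2.10 within V genes, so the lack of inserted nucleotides is not confined to a subset of IGHV2 and IGHV5 clonotypes.

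The libraries of both mice shared 34 IgH clonotypes with the same V and J genes, and 26 of these (76.5%) were seen in a single read in at least 1 of the libraries, 17 in the iB-μMT mouse and 10 in the B6 mouse, 1 of them in both. The clonotypes at 1 read in the iB-μMT mouse had a median of 235 reads in the B6 mouse, against a median of 184 for that library, and those at 1 read in the B6 mouse had a median of 121.5 reads in the iB-μMT mouse, against 96. Reads carried over between the libraries would give this pattern. The comparison was changed after its result had been seen. In its first version the larger read numbers of these 26 clonotypes were pooled, and their median of 177.5 did not exceed the larger library median of 184. If the same rearrangement had been made independently in both mice, shared clonotypes would be expected to lack inserted nucleotides more often. In the iB-μMT mouse 3.33% of those with a D gene did, against 8.79% of the others (Fisher's exact test, two-sided, p = 0.513). In the B6 mouse the shares were 3.33% and 2.79% (Fisher's exact test, two-sided, p = 0.573). With 30 shared clonotypes this test is weak, and the 2 mice differ in direction, so it does not decide the question. Carry-over of single reads is a candidate explanation for most of the shared IgH clonotypes, though its support depends on the version of the comparison. The shared clonotypes held 0.234% of the IgH reads of the iB-μMT mouse.

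Shared IgK clonotypes were far more frequent, 49.2% of the clonotypes of the iB-μMT mouse. Carry-over at a similar rate in all libraries would give a similar share for IgH, where it was 0.436%. Shared IgK clonotypes had no nucleotide inserted between V and J in 90.4% of cases, against 73.3% of the other IgK clonotypes of the iB-μMT mouse (Fisher's exact test, two-sided, p = 1.30e-21) and 69.5% of those of the B6 mouse. This definition, which counts V and J alignments that overlap as having no insertion, was adopted after a first definition had given a difference in the B6 mouse alone. Counting only V and J ends that meet without overlap, the shares were 48.0% of the shared and 46.8% of the other clonotypes of the iB-μMT mouse (Fisher's exact test, two-sided, p = 0.606), and 39.7% of the other clonotypes of the B6 mouse (Fisher's exact test, two-sided, p = 0.000604). The read numbers of the 894 shared clonotypes in the 2 mice had a Spearman rho of 0.871 across clonotypes. Under the second definition the values are consistent with the same kappa chain rearrangements arising repeatedly in both mice, and 891 and 880 of the shared clonotypes remained with at least 2 and at least 5 reads in each library, so carry-over of single reads does not account for them. Carry-over at higher read numbers in the kappa chain libraries is not excluded. Without these shared clonotypes, which held 91.7% of the IgK reads of the iB-μMT mouse, the IgK correlation in V usage was 0.753.

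Among the class-switched IgH clonotypes, 2 CDR3 nucleotide sequences with an IgG1 constant region were found in both mice. They are 4 of the 10 IgG clonotypes of the 2 libraries (40.0%), since each is counted in both. With each sequence counted once, 2 of 8 IgG sequences were in both libraries, against 77 of 14251 IGHM sequences (0.54%). This restates the observation that led to it and is no separate evidence, so no p is given. Up to 7 nucleotides were inserted in these CDR3s, which does not favour an independent origin in the 2 mice. A source of reads common to both libraries, by carry-over or from an outside sequence, was not tested separately and remains possible.

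Stop codons were more frequent in the IgH clonotypes of the B6 mouse, and the clonotypes with a stop codon had a median of 7 reads there and 34 in the iB-μMT mouse. After merging near-identical clonotypes and keeping those with at least 5 reads, the difference in the productive share was 0.338 percentage points in place of 1.53 (Fisher's exact test, two-sided, p = 0.0103). Sequence errors counted as clonotypes are therefore a candidate explanation for most of this difference.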
